# The Adipocyte Acquires a Fibroblast-Like Transcriptional Signature in Response to a High Fat Diet

**DOI:** 10.1038/s41598-020-59284-w

**Published:** 2020-02-11

**Authors:** Jessica E. C. Jones, Nabil Rabhi, Joseph Orofino, Ramya Gamini, Valentina Perissi, Cecile Vernochet, Stephen R. Farmer

**Keywords:** Transcriptomics, Diseases

## Abstract

Visceral white adipose tissue (vWAT) expands and undergoes extensive remodeling during diet-induced obesity. Much is known about the contribution of various stromal vascular cells to the remodeling process, but less is known of the changes that occur within the adipocyte as it becomes progressively dysfunctional. Here, we performed a transcriptome analysis of isolated vWAT adipocytes to assess global pathway changes occurring in response to a chronic high fat diet (HFD). The data demonstrate that the adipocyte responds to the HFD by adopting a fibroblast-like phenotype, characterized by enhanced expression of ECM, focal adhesion and cytoskeletal genes and suppression of many adipocyte programs most notably those associated with mitochondria. This study reveals that during obesity the adipocyte progressively becomes metabolically dysfunctional due to its acquisition of fibrogenic functions. We propose that mechano-responsive transcription factors such as MRTFA and SRF contribute to both upregulation of morphological genes as well as suppression of mitochondrial programs.

## Introduction

Obesity continues to be a global health issue with the prevalence rising in not only adults but also children^1^. Weight gain due to excess nutrition leads to expansion and remodeling of the adipose tissue^2^. Healthy adipocytes maintain a remarkably high degree of plasticity; quickly responding to whole body energy demands either through the release of fatty acids and glycerol, storage of excess calories as triglycerides and/or secretion of adipokines. The unique ability of the adipocyte to regulate its size through dynamic expansion or shrinkage requires continual remodeling of the tissue environment, specifically the extracellular matrix (ECM)^3–6^. The ECM is an important component of adipose tissue as it provides adipocytes with structural support and protection from mechanical stresses as well as serving as a reservoir of growth factors and cytokines^7–9^. Remodeling in healthy adipose tissue involves the continuous turnover of ECM proteins by a cycle of matrix deposition and degradation by enzymes such as metalloproteinases (MMPs)^10^. The maintenance of a pliable ECM is necessary to maintain the homeostasis of the tissue through the unrestricted expansion and contraction of adipocytes^3,4^. In addition to ECM turnover, angiogenesis within the fat pad keeps up with the expansion rate during healthy remodeling, ensuring that the tissue remains well oxygenated^11^. Maintenance of a flexible ECM is also necessary to allow for adipocyte progenitor cells to traverse to areas where new adipocytes are required^5^.

Unhealthy remodeling of adipose tissue due to over feeding involves enhanced deposition and decreased degradation or turnover of ECM, combined with an increase in crosslinking and stiffening of ECM fibers ultimately leading to adipocyte dysfunction, reduced adipogenic capacity and fibrosis with all contributing to whole body metabolic dysfunction, including type 2 diabetes and cardiovascular complications^12,13^. Indeed, deletion of collagen 6 (*col6)*, a component of the ECM that has enriched expression in adipose tissue, resulted in improved glucose tolerance and decreased liver triglycerides when challenged with an *ob/ob* background or a high fat diet^14^. Obesity-related remodeling also includes a change in various cell populations of the stromal vascular compartment. In lean individuals, adipose tissue is primarily composed of M2 macrophages, eosinophils, Tregs and ILCs that suppress inflammation. Whereas obesity is accompanied by an infiltration of B cells and various T cells (i.e. NK and Th1 cells) and polarization of M1 macrophages as well as a reduction in Tregs and ILCs leading to inflammation and associated insulin resistance. Secretion of proinflammatory cytokines also lead to expansion of profibrotic cells (ECM producing cells such as myofibroblasts) in addition to the inflammatory immune cells^15^.

In contrast to our extensive understanding of the many changes occurring in the stromal cell compartment of adipose tissue with obesity, less is known about the adipocyte-specific processes leading to an unhealthy adipocyte. The goal of this study was to evaluate the transcriptional response to HFD in isolated adipocytes. Our data demonstrate that adipocytes respond to a HFD by adopting a more fibroblast-like phenotype characterized by enhanced expression of ECM, cell adhesion and cytoskeletal genes along with suppression of adipocyte programs most importantly mitochondrial-related and lipolytic genes. Eventually, with prolonged high fat diet the transcriptional signature of the adipocyte is extensively altered from that of a healthy functional fat cell. We discuss the potential role of the morphological changes and associated transcriptional regulators in not only upregulating fibroblast-like genes but also in suppressing normal adipocyte functions.

## Methods

### Animal studies

C57BL/6J male mice were purchased from Jackson Laboratories (stock number 000664) and fed either a high fat diet (HFD) containing 60% kcal from fat (D12492; Research Diets) or control chow diet (D12450B or D12450K; Research Diets) starting from 6 weeks of age for 8, 20 or 34 weeks. Mice were maintained on a standard 12 hr light/dark cycle with ad libitum access to food and water. Bodyweights were measured prior to study and at the end of the study under fed conditions. On the final day of each study timepoint, mice were fasted for 6 hours (4:00–10:00am) by the removal of food but with free access to water. Mice were euthanized using carbon dioxide asphyxiation followed by cervical dislocation. All harvested tissues were weighed, and then either wrapped in foil and immediately snap-frozen in liquid nitrogen (LN_2_) or fixed in 10% neutral-buffered formalin for histological analysis. Subcutaneous adipose tissue was harvested from the inguinal region by carefully pulling the skin back from the flanks to reveal the triangular fad pads. Perigonadal adipose tissue, also known as epididymal adipose tissue, was harvested from the region surrounding the testes. With both adipose depots, careful attention was made to exclude lymph nodes during dissection At the completion of the study, tissues were stored at −80 °C.

All experimental protocols performed on animals were in accordance with regulations and established guidelines and were reviewed and approved by Institutional Animal Care and Use Committee (IACUC) at Pfizer Inc, Cambridge, MA.

### Adipose tissue fractionation

Dissociation media was prepared by adding 2 grams of bovine serum albumin (BSA) to 100 mL of 4.5 g/L glucose DMEM media (Invitrogen) and warmed in a 37 °C water bath to dissolve. Adipose tissue was dissected at the termination of the study. The fat pad was rinsed with PBS before being gently minced in dissociation media with scissors and a razor blade. The minced tissue was then digested by transferring to a 50 mL falcon tube containing 25 mL of 1 mg/mL type I collagenase (Worthington) dissolved in dissociation media and placed in a 37 °C water bath with gentle shaking for approximately 40 minutes. The dispersed tissue was then passed through a 100 µm mesh filter and centrifuged at 200xg for 10 minutes. The floating adipocytes were carefully removed and added to a tube containing approximately 5 volumes of trizol (Qiagen) and immediately snap frozen in a bath of LN_2_. The pelleted SVF was resuspended in erythrocyte lysing buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, 1 mM EDTA), incubated at room temperature for 3 minutes and then centrifuged at 200xg for 10 minutes. Pelleted SVF was resuspended in 2 mL trizol (Qiagen) and immediately snap frozen in a bath of LN_2_. Cell fractions were stored at −80 °C.

### Body composition analysis

After 34 weeks of HFD, the relative total body fat mass and lean mass of mice was assessed by MRI scanning with an EchoMRI 700 instrument.

### Plasma collection and analysis of circulating plasma parameters

Whole blood was collected by cardiac puncture using a 26 G needle immediately following euthanasia by carbon dioxide and cervical dislocation. Whole blood was added to K_2_EDTA-containing collection tubes, gently inverted to mix and stored on ice before being centrifuged at 13,800xg for 10 minutes at 4 °C. Plasma was carefully removed and transferred to clean, pre-chilled microcentrifuge tubes on ice and analyzed immediately or stored at −80 °C for analysis at a later time. Glucose, ALT, AST, cholesterol, NEFA, glycerol, triglycerides and lactate were measured using a Siemens Advia 1800 Chemistry Analyzer (Siemens). Insulin was measured using Stellux Chemi Rodent Insulin ELISA kits (Alpco). Leptin was measured using Luminex magnetic bead assay kit (Thermofisher) according to manufacturer instructions.

### Histology and staining

Perigonadal adipose and liver tissues were processed with a standard paraffin-embedding protocol after fixation in 10% neutral-buffered formalin (Fisher Scientific), cut into 5 µm sections and mounted onto slides (Charles River). H&E staining was done by Charles River laboratories using their in-house protocols. Elastin staining was performed using an Elastica van Gieson staining kit (Millipore) according to manufacturer instructions. Picrosirius red staining was performed as previously described^16,17^. Bright field images for all stained tissue sections were captured with an Axio scan Z1 imager (Zeiss) with a 20x/0.8 objective. Digital zoom was used to select regions of interest and zoomed regions were cropped.

### Immunofluorescence of paraffin-embedded tissue sections

5 µm slices of paraffin-embedded perigonadal adipose tissue were mounted onto slides, deparaffinized and rehydrated before performing antigen retrieval. A Decloaking Chamber NxGen (Biocare Medical) was used for antigen retrieval according to manufacturer instructions. Briefly, slides were submerged in citrate buffer (10 mM sodium citrate, 0.05% tween-20, pH 6.0) and incubated for 15 minutes at 90 °C in the decloaking chamber. The slides were then cooled by submerging in room temperature water for 5 minutes and then rinsed twice with cold 0.1% tween-20 in tris-buffered saline (TBS) for 5 minutes. After the slides were rinsed, they were transferred to blocking solution (10% normal goat serum, Thermofisher) supplemented with 0.3 M glycine and 0.1% tween-20 and incubated at room temperature for 1 hour. After blocking, slides were rinsed twice with 0.1% tween-20 in TBS at room temperature. Wax circles were then drawn around the tissues and primary antibodies that had been diluted in 0.1% tween-20 TBS + 5% BSA as in Table 1 were applied and incubated overnight at 4 °C. The next day, slides were washed three times with 0.1% tween-20 TBS at room temperature. Secondary antibodies were diluted in 0.1% tween-20 TBS + 5% BSA along with DAPI as in Table 1. Slides were incubated with secondary antibodies in the dark for 1 hour. Slides were then washed three times with 0.1% tween-20 TBS at room temperature in the dark. Coverslips were mounted using Prolong gold antifade (Thermofisher). Fluorescent images for all stained adipose tissue sections were captured with an Axio scan Z1 imager (Zeiss) at 20x magnification. All chemicals were purchased from Sigma Aldrich.

**Table 1:** Table of antibodies.

Target	Species	Source	Catalog #	Dilution
Adiponectin (C45B10)	Rabbit	CST	2789	1:1000
ATGL (30A4)	Rabbit	CST	2439	1:1000
HSL (D6W5S) XP	Rabbit	CST	18381	1:1000
Phospho-HSL (Ser563)	Rabbit	CST	4139	1:1000
MAGL	Rabbit	TF	PA5-27915	1:1000
Cyclophilin A	Rabbit	CST	2175	1:1000
Anti-F4/80 antibody [CI:A3-1]	Rat	Abcam	ab6640	1:200
α-Smooth Muscle Actin (1A4) Mouse mAb (IF Formulated)	Mouse	CST	48938	1:400
CHOP (L63F7)	Mouse	CST	2895	1:200
Perilipin-1 (D1D8) XP	Rabbit	CST	9349	1:300
Collagen 6	Rabbit	Abcam	ab6588	1:400
Cleaved Caspase-3 (Asp175) (5A1E)	Rabbit	CST	9664	1:1000
Alexa Fluor 647 Phalloidin	N/A	CST	8940	1:20
Hoescht 33342	N/A	TF	H3570	1:10,000
Anti-rabbit IgG (H + L), F(ab’)2 Fragment (Alexa Fluor 488 Conjugate)	Goat	CST	4412	1:1000
Anti-rabbit IgG (H + L), F(ab’)2 Fragment (Alexa Fluor 594 Conjugate)	Goat	CST	8889	1:1000
Anti-rabbit IgG (H + L), F(ab’)2 Fragment (Alexa Fluor 647 Conjugate)	Goat	CST	4414	1:1000
Anti-mouse IgG (H + L), F(ab’)2 Fragment (Alexa Fluor 647 Conjugate)	Goat	CST	4410	1:1000
Anti-mouse IgG (H + L), F(ab’)2 Fragment (Alexa Fluor 594 Conjugate)	Goat	CST	8890	1:1000
Anti-rat IgG (H + L) (Alexa Fluor 555 Conjugate)	Goat	CST	4417	1:1000
Anti-rabbit IgG, HRP-linked Antibody	Goat	CST	7074	1:10,000
Anti-mouse IgG, HRP-linked Antibody	Horse	CST	7076	1:10,000

Table of antibodies used for western blot and immunofluorescence.

CST = Cell Signaling Technologies. TF = ThermoFisher.

Fluorescent images for all stained adipose tissue sections were captured with an Axio scan Z1 imager (Zeiss) with a 20x/0.8 objective. All images were compared against background control slides containing secondary fluorophore-conjugated antibodies only. Histogram display adjustments were made for each fluorophore and were kept the same across samples. Digital zoom was used to select regions of interest and zoomed regions were cropped.

### Frozen tissue preparation

Frozen adipose tissue was powdered by gently hammering in foil on a metal pedestal partially submerged in LN_2_. Frozen pieces of tissue were hammered until pulverized to a fine, uniform powder and then transferred to a vial, pre-chilled in LN_2_. Powdered tissues were then returned to −80 °C for storage or prepared for further analysis.

### Protein isolation and western blot analysis

Total adipose tissue lysates were made by scooping approximately 200 mg powdered adipose tissue (prepared as described above) into a microcentrifuge tube on ice containing 400 µL RIPA buffer (ThermoFisher) supplemented with 1% triton X-100 (Sigma) and 1x protease and phosphatase inhibitor cocktail (Cell Signaling Technologies). After vortexing to ensure thorough mixing, samples were sonicated for 2 rounds of 3 seconds at 30 mHz with a brief pause in between rounds. Careful attention was paid to ensure the samples did not warm during sonication. After sonication, the samples were cleared by centrifugation at 18,800xg for 15 minutes at 4 °C. The supernatant was careful removed, avoiding the lipid cake at the surface as well as particulates at the bottom of the tube. The supernatant was transferred to a clean, pre-chilled microcentrifuge tube and cleared again as described above. After clearing, protein concentrations were determined by BCA assay (Pierce). For western blot analysis, equal amounts of protein from cleared tissue lysates were prepared with 4x Nupage LDS loading buffer (ThermoFisher) and 1x reducing agent (DTT; ThermoFisher) before being heated for 10 minutes at 70 °C. After a brief cooling period until no longer warm to the touch, the samples were loaded into 26 lane 4–20% Tris-Glycine midi gels (Biorad) and separated by SDS-PAGE according to manufacturer instructions (Biorad). After SDS-PAGE was complete, the proteins were then transferred to a pre-activated and transfer buffer equilibrated polyvinylidene difluoride (PVDF) membrane (Biorad) by wet tank transfer. The wet transfer conditions were 90 minutes at 85 V keeping the transfer chamber cold with an internal ice pack and surrounding the chamber with ice. Transfer buffer was 1x Tris/Glycine transfer buffer (Biorad) supplemented with 20% methanol (Fisher). Following transfer, PVDF membranes were blocked with 5% non-fat milk (Biorad) in tris-buffered saline supplemented with 0.2% tween-20 (TBS-T; 50 mM Tris-Cl, pH 7.5, 150 mM NaCl, 0.2% tween-20) for 1 hour at room temperature with gentle rocking. Membranes were then rinsed with TBS-T before being incubated overnight at 4 °C with gentle rocking. Primary antibodies prepared in 5% BSA/TBS-T with dilutions specified in Table 1. The following day, primary antibodies were removed and the membranes were washed 3 × 5 minutes with TBS-T buffer. After washing, membranes were incubated with appropriate HRP-linked secondary antibodies diluted in 5% non-fat milk in TBS-T for 1 hour at room temperature with gentle rocking. Membranes were then washed 3 × 5 minutes with TBS-T buffer. Proteins were detected using SuperSignal West Femto Maximum Sensitivity Substrate kit (ThermoFisher). Membranes were exposed and images were captured using a ChemiDoc XRS + system (Biorad) with careful monitoring of exposure time to avoid saturation of signal. All antibodies and dilutions used are listed in Table 1. Densitometry analysis was done using Image Lab 5.2.1 software (BioRad).

### RNA and cDNA preparation

Isolated adipocytes and stromal vascular cells snap frozen in trizol were thawed on ice and then transferred to Fastprep matrix D lysing tubes (Mp Biomedicals) for homogenization using a Qialyzer instrument (Qiagen). Cells were homogenized with 2 cycles of 2 minutes at 20 1/s frequency, rotating tubes within holders (outside to inside and vice-versa) between rounds. RNA was extracted from the tissue homogenates using the RNeasy Lipid Tissue Mini kit and the Qiagen user-developed protocol titled Purification of total RNA from fatty tissues using the RNeasy Lipid Tissue Mini Kit and MaXtract High Density (Qiagen). On-column DNA digest was performed for all samples according to manufacturer protocol (Qiagen). RNA was quantified using a Nanodrop 8000 spectrophotometer and quality was assessed using an Agilent 4100 Bioanalyzer (Agilent). cDNA was synthesized from RNA using High-capacity cDNA reverse transcription kits (Applied Biosystems).

### Gene expression

Real-time quantitative PCR (qPCR) was performed with a Quantstudio 7 flex instrument (Applied Biosystems) using Taqman Fast advanced mastermix (Applied Biosystems) and appropriate taqman probes for the genes of interest. Relative expression was normalized to housekeeping genes (Ppia and Tbp). All taqman probes were purchased from ThermoFisher and are listed in Table 2.

**Table 2:** Taqman probes used for qPCR.

Gene	Catalog #
*Acta2*	Mm00725412
*Col1a1*	Mm00801666
*Col4a1*	Mm01210125
*Col6a3*	Mm00711678
*Ctgf*	Mm01192933
*Fn1*	Mm01256744
*Inhba*	Mm00434339
*Itga5*	Mm00439797
*Mmp11*	Mm00485048
*Mmp2*	Mm00439498
*Mmp9*	Mm00442991
*Serpine*	Mm00435858
*Sparc*	Mm00486332
*Tgfb1*	Mm01178820
*Tgfbr1*	Mm00436964
*Tgfbr2*	Mm03024091
*Timp1*	Mm01341361
*Tnc*	Mm00495662

All probes were purchased from ThermoFisher.

### RNAseq library preparation

cDNA libraries for RNA-seq analysis were prepared from total RNA (isolated as described above) according to Illumina TruSeq stranded mRNA sample prep LS protocol. Pooled sample libraries were sequenced on Nextseq. 500 instrument with Nextseq. 500/550 High output kit, 150 cycles (Illumina).

### Gene expression profiling (read mapping, quantification and differential expression)

#### Stromal vascular fraction analysis

Raw sequencing reads were subjected to quality control analysis via FastQC^18^ and reports aggregated via MultiQC^19^. Reads were then trimmed based on a sliding window and presence of adapter sequences using Trimmomatic^20^ set to the following parameters: ILLUMINACLIP::2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:50. Salmon^21^ was used to quantify the expression of transcripts to a reference transcriptome containing protein coding and long non-coding RNAs from the gencode M10 annotation before aggregation to the gene level. Only genes with a raw count of greater than 5 and present in at least half of the replicates were used for downstream analysis. Normalization and differential expression were performed using DESeq2^22^ set to default parameters. All raw sequencing data has been deposited to Gene Expression Omnibus record number GSE138242.

#### Isolated adipocytes analysis

The raw RNA-seq fastq files were processed using the count-based differential expression analysis best practice protocol^23^ to quantify for gene expression. Accordingly, sequencing reads were aligned to the mouse genome mm10 using the STAR aligner^24^. FeatureCounts was used to count the number of reads unambiguously overlapping each gene, where each gene was considered to be the union of its exons^25^ with GENCODE annotation (vM2 for mouse). Sample normalization factors were computed using the EdgeR TMM method^26^. Unless otherwise stated, all counts per million (CPM) and log2CPM values are computed using these normalization factors. We converted the gene symbols to Entrez IDs using the annotations in the mygene.info package^27^. Of the 38924 genes, 9690 gene symbols did not have an associated Entrez ID and were discarded from this study. Only genes with gene-expression data above log2CPM of 2.0 were considered expressed, filtering the rest, resulting in a gene list of 11600 informative genes. The resulting genes with Entrez IDs correspond to the set of ‘background or detected genes’ consisting of 11600 genes. The biological replicates for each condition were pooled for differential expression analysis. Genes with a q-value of < 0.05 were considered significantly differentially expressed. All raw sequencing data has been deposited to Gene Expression Omnibus record number GSE142187.

### Transcriptional pathway analysis of RNAseq data

Differentially expressed genes were selected based on padj < 0.05. GSEA pathway enrichment analysis was conducted on differentially expressed gene lists that were ranked by logFC^28,29^. Lists of differentially expressed genes were also analyzed for enriched GO terms^30,31^ using the online EnrichR tool^32,33^ and Revigo^34^. Differentially regulated genes associated with mitochondria were identified by comparing gene lists to the MitoCarta^35,36^.

### Statistical analysis

Data were analyzed using GraphPad Prism 7 software (GraphPad) and are presented as mean ± standard error of mean (SEM). Group comparisons were analyzed using either two-tailed unpaired student t test or a two-way ANOVA followed by multiple comparisons correction method stated in figure legend. Differences were deemed statistically significant with p < 0.05.

## Results

### Diet-induced obesity leads to progressive metabolic impairment over 34 weeks

To begin to evaluate adipose tissue remodeling in the context of weight gain and progression of obesity, we fed C57/Bl6J mice either chow diet (CD) or 60% high fat diet (HFD) over a time course of 8, 20 and 34 weeks starting from 6 weeks of age. Most HFD diets studies have analyzed the effect of the diet on overall metabolism for relatively short periods (8–20 weeks). Here, we were interested in determining what effect a chronic diet (34 weeks) would have on the mice compared to their normal weight gain with age. As anticipated, mice fed either CD or HFD gained weight as time progressed and mice fed HFD gained significantly more weight compared to CD groups at all time points (Fig. 1A). Body composition analysis revealed that after 34 weeks of HFD, total lean mass was modestly increased, and total fat mass increased approximately 2-fold compared to CD group (Fig. 1A). In agreement with weight gain, both subcutaneous and perigonadal adipose depots expanded in mass. Subcutaneous fat pads were larger and continued to increase in weight with time compared to perigonadal fat pads that had reached a plateau from the 8 weeks of HFD timepoint (Fig. 1B). Examination of perigonadal adipose tissue cross sections stained with Hematoxylin and Eosin (H&E) revealed that HFD led to larger adipocytes but also enhanced staining intensity surrounding the adipocytes compared to CD at all times (Fig. 1C). Next to gain insight into the metabolic health of the mice, we measured fasting insulin, cholesterol, NEFA and leptin in the plasma. Fasting insulin and circulating cholesterol were elevated with HFD at all times (Fig. 1D) compared to CD. Circulating NEFAs were transiently increased in the CD with time and were decreased in the HFD group at all times (Fig. 1D). Circulating leptin rose in a similar pattern to the expansion of subcutaneous fat pads (Fig. 1B,D) in response to HFD compared to CD. Liver weight and circulating enzymes associated with liver damage, alanine aminotransferase (ALT) and aspartate transferase (AST), were significantly elevated after 34 weeks of HFD (Supplementary Fig. 1A,C) compared to CD. Progressive lipid accumulation in the liver in the HFD groups was also evident by H&E staining of tissue sections (Supplementary Fig. 1C). Thus, collectively confirming that HFD-fed mice were becoming increasingly metabolically impaired over time. Moreover, the age-associated changes in mice fed chow seem to recapitulate some of the HFD phenotypes at earlier time points. Immunofluorescent staining of the perigonadal adipose tissue sections with a macrophage marker, F4/80, confirmed that the clustering around adipocytes was populated with macrophages (Fig. 1E). Assessment of CHOP expression, a marker of ER stress^37^, by immunofluorescent staining after 34 weeks of HFD revealed elevated expression within the crown-like structures surrounding the adipocytes (Fig. 1E). Furthermore, CHOP expression colocalized more frequently with F4/80 expression in the HFD-fed group (Fig. 1E) compared to CD group.

**Figure 1:**
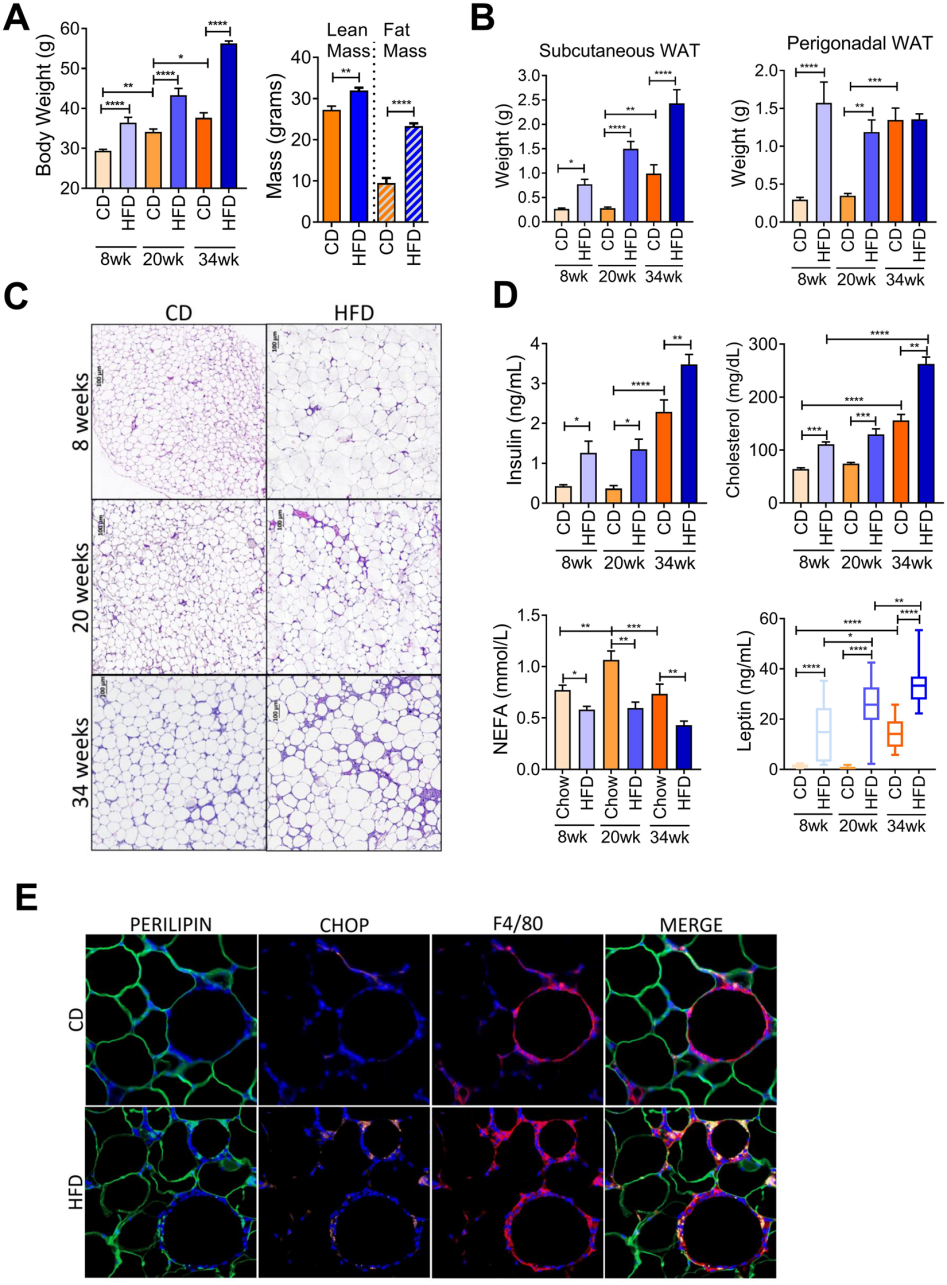
High fat diet feeding over the course of 34 weeks leads to increased bodyweight, fat mass and metabolic impairment. (**A**) High fat diet (HFD) feeding over the course of 34 weeks resulted in significantly increased bodyweight compared to chow diet (CD). At 34 weeks, body composition was measured using EchoMRI to determine relative fat and lean mass. (**B**) Subcutaneous adipose and perigonadal adipose tissue weights of chow diet (CD) or high fat diet (HFD) fed mice over a course of 34 weeks. (**C**) Hematoxylin and eosin staining (H&E) of cross-section of perigonadal adipose tissue from chow diet (CD) or high fat diet (HFD) fed mice after 8, 20 and 34 weeks. (**D**) Circulating plasma analytes were measured after a 6 hour fast. N = 5–8 mice per group. (**E**) Immunofluorescent staining of paraffin-embedded PGWAT from chow diet (CD) or high fat diet (HFD) fed mice for 34 weeks. Perilipin (green), CHOP (orange), F4/80 (red) and nuclei (blue). Representative image from 3–4 mice. Means ± SEM. Comparisons between groups and statistical analysis done with two-way ANOVA controlling for false discovery rate (FDR < 0.05) with Two-stage step-up method of Benjamini, Krieger and Yekutieli or unpaired t-tests with two-tailed p-values. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Adipocytes upregulate expression of extracellular matrix genes in response to high fat diet

To specifically analyze the 2 main cell fractions of adipose tissue, adipocyte (AF) and stromal vascular fractions (SVF), the perigonadal depot (PGWAT) was digested with collagenase as briefly outlined in Fig. 2A. Gene expression was assessed in both PGWAT fractions by qPCR for a selected set of genes associated with extracellular matrix (ECM) and tissue remodeling (Fig. 2B). The gene expression of these remodeling markers in the SVF cells appeared to be influenced greater by age than by HFD as shown by similar fold increases and pattern of gene expression between the 2 diet groups (Fig. 2B, left panel). Expression of collagens (*col1a1*, *col4a1*, *col6a3*) and fibronectin (*fn1*) were similarly upregulated in SVF from CD and HFD groups at 34 weeks (Fig. 2B, left panel). Tissue remodeling enzymes *mmp2*, *mmp9*, *mmp11* and *timp1* expression was also similar between the groups (Fig. 2B, left panel). TGF-β1 (*tgfb1*), its receptors (*tgfbr1*, *tgfbr2*) as well as expression of its target genes *(itga5*, *acta2*, *ctgf*, *serpine*) were all similarly expressed in SVF cells in response to HFD and time (Fig. 2B, left panel). One marker that was more strongly upregulated in response to high fat compared to CD in SVF was *tnc*. Tnc is a pro-fibrotic glycoprotein that has been shown to contribute to tissue remodeling and fibrosis through its interaction with toll-like receptor 4 (TLR4), a receptor associated with pro-inflammatory responses^38–41^. In contrast to SVF cells, AF cells responded strongly to high fat stimulus compared to CD (Fig. 2B, right panel). Expression of collagens (*col1a1* and *col6a3*), fibronectin (*fn1*) were strongly upregulated in the AF from HFD PGWAT starting at 8 weeks and progressing to 34 weeks compared to CD adipocytes (Fig. 2B, right panel). Expression of matrix metalloproteinases, *mmp2* and *mmp11*, were elevated in response to HFD, and a tissue inhibitor of metalloproteinases, *timp1*, displayed a similar expression pattern for diet and time (Fig. 2B, left panel). *Tgfb1*, *inhba*, *itga5* and *ctgf* were all strongly upregulated in response to HFD at 20 and 34 weeks compared to CD (Fig. 2B, left panel). In contrast to SVF, *tnc* was strongly downregulated in the AF by 34 weeks independent of high fat stimulus (Fig. 2B, left panel). Given the increased expression of multiple ECM and tissue remodeling genes, we next assessed PGWAT tissue cross sections with histological staining for collagen (Picro Sirius Red) and elastin (Elastica van Gieson). Pericellular collagen staining was particularly apparent after 20 and 34 weeks HFD compared to CD (Fig. 2C, top panel), and became localized around the larger adipocytes at 34 weeks in the PGWAT of both CD and HFD mice (Fig. 2C, top panel). Elastin staining was similar to that of collagen (Fig. 2C, bottom panel). Interestingly, both collagen and elastin staining displayed the highest intensity in the areas of the tissue in which there was obvious SVF remodeling, the macrophage-enriched crown-like structures surrounding the dying adipocytes^42^. It has been shown that adipose tissue macrophages associate with elastin fibers and that macrophages are the predominant producers of MMP-12, a degrading enzyme for elastin, suggesting that macrophages play an active role in elastin remodeling^43^. Curiously, there appeared to be a transient increase in overall elastin staining in the 20 week CD group (Fig. 2C, bottom panel). This is interesting because it occurred before the tissue went on to nearly triple in weight by the 34 week timepoint, perhaps suggesting a time of remodeling in response to an unknown stimulus. Alpha smooth muscle actin (α-SMA) immunofluorescent staining of perigonadal tissue sections revealed an interesting pattern in CD mice (Fig. 2D). At 8 weeks, the expression of α-SMA appeared to be confined to cells distributed throughout the tissue, which then became more ordered around adipocytes by 20 weeks (Fig. 2D). Intriguingly at 34 weeks, α-SMA expression was delicately outlining the adipocytes in addition to concentrating between them in areas of higher nuclei density (Fig. 2D). In comparison, α-SMA positive cells in the 34 week HFD group appeared to have concentrated localization (Fig. 2D). These cells could be myofibroblasts and/or blood vessel cells.

**Figure 2:**
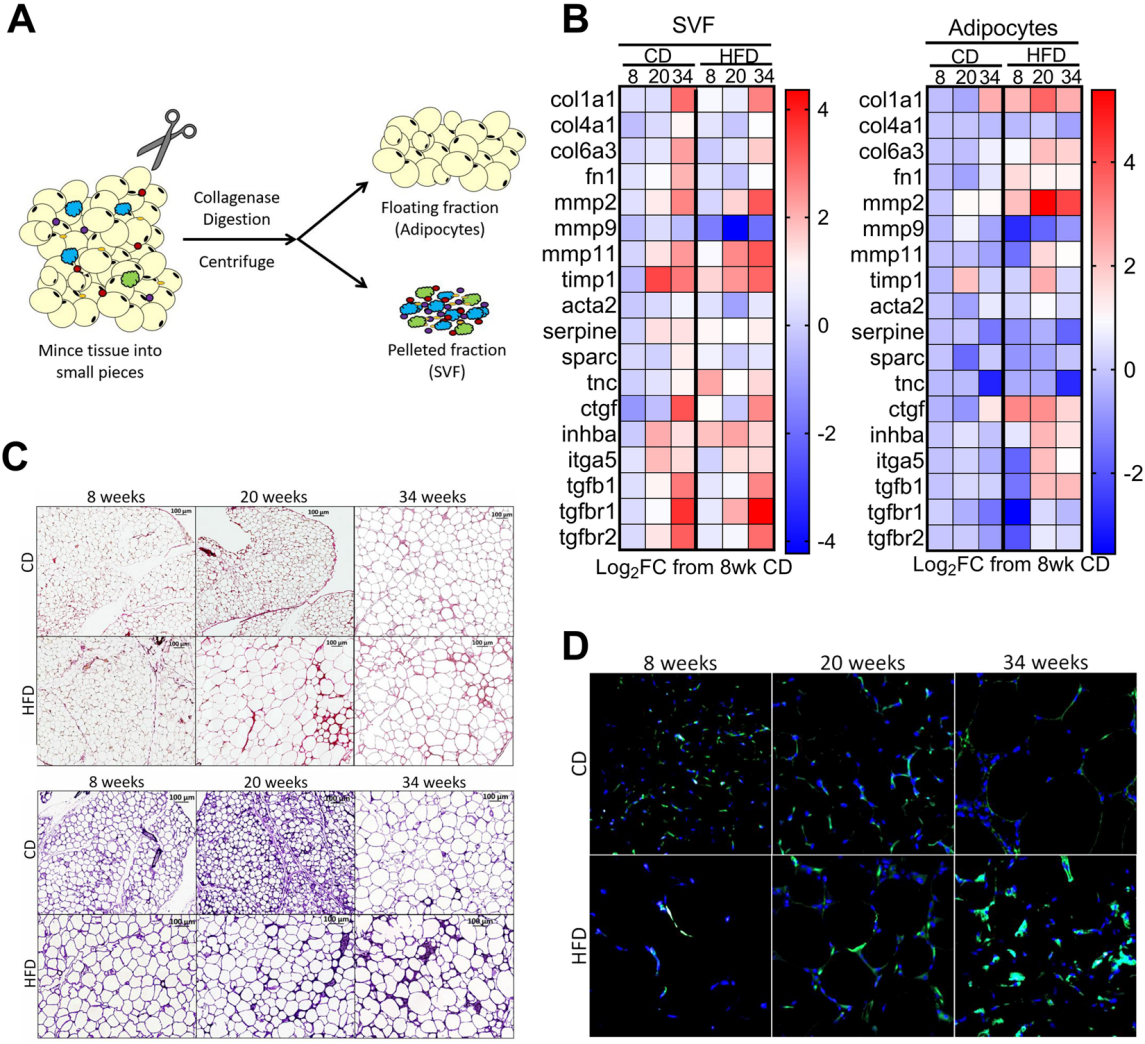
High fat diet feeding over 34 weeks leads to enhanced expression of extracellular matrix and remodeling components. (**A**) Illustration of fractionation procedure of perigonadal adipose tissue. (**B**) Gene expression of ECM remodeling and fibrosis markers in SVF cells (left) and isolated adipocytes (right) as measured by qPCR. Data are represented as log2 fold change (Log2FC) from 8 week chow diet (CD) group. Heat map colors represent median values. N = 5–8 mice per group. (**C**) Picrosirius red staining (detecting collagen) of cross-section of perigonadal adipose tissue from chow diet (CD) or high fat diet (HFD) fed mice after 8, 20 and 34 weeks (top panel). Elastica van Gieson staining (detecting elastin) of cross-section of perigonadal adipose tissue from chow diet (CD) or high fat diet (HFD) fed mice after 8, 20 and 34 weeks (bottom panel). All images taken with 20x objective with 8% digital zoom. Scale bar represents 100 µm. (**D**) Immunofluorescent analysis of α-SMA (green) expression in PGWAT from chow diet (CD) or high fat diet (HFD) fed mice after 8, 20 and 34 weeks. Nuclei are colored blue. Representative image from 3–4 mice.

### Adipocytes exert a robust transcriptional response to high fat diet

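The adipocyte RNA came from the perigonadal white adipose tissue of 38 male mice, with 6 mice in each diet group at 8 and 20 weeks and 8 CD and 6 HFD mice at 34 weeks. Adipocytes are the cells that float after collagenase digestion of the fat pad, whereas the SVF is the pellet. The methods state that adipocyte reads were aligned to the mm10 genome with STAR and counted on the union of exons of each gene with featureCounts and GENCODE vM2. They also state that edgeR's TMM normalization was applied, that expression was given as CPM and that genes without an Entrez identifier were discarded. The values analysed here are the authors' CPM, with the 3 technical replicates of each mouse already merged into 1 value per gene. Every value was a whole multiple of the CPM of 1 read, within a tolerance of 0.1 reads, and the values of each mouse summed to 1000000, so no TMM factor is visible in them. The reads on genes ranged from 9275711 to 15480388 per mouse with a median of 12522298, so that 1 read equals 0.0646 to 0.108 CPM. At 8 weeks the diets differed in depth without overlap, with 10562845 to 12611013 reads in CD mice and 13201234 to 15480388 in HFD mice. Of 29132 genes, 7966 had no read in any mouse. The values were transformed to log2(CPM + 1), and the 10343 genes with a mean above 2.0 over all mice were tested. limma fitted all 6 groups together with a mean-variance trend, which left 32 residual degrees of freedom. HFD was compared with CD at each time with limma's two-sided moderated test, and the p-values of each comparison were adjusted by the Benjamini-Hochberg method over the genes tested. Genes with an adjusted p under 0.05 are called DEGs, and a positive log2 fold change is higher in HFD. Errors are SD between mice unless stated otherwise. Gene positions are those of RefSeq on GRCm38, the same build as mm10. The SVF libraries were not analysed here, so genes that also changed in the SVF were not removed from any count.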

To take an in-depth look at the transcriptional changes occurring globally within the different fractions of the PGWAT, we conducted RNA-seq analysis on the isolated SVF and adipocytes of CD and HFD fed mice at 8, 20 and 34 weeks. After 8 weeks, the number of differentially expressed genes (DEGs) in the SVF in response to HFD was limited to a few hundred (Supplemental Fig. S2A,B). Interestingly after 20 weeks of HFD the number of DEGs substantially increased in the SVF before a subsequent overall decrease at 34 weeks (Supplemental Fig. S2A,B). Conversely, the adipocytes appeared to respond more strongly to HFD. 

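At 8 weeks, 4648 of the 10343 genes tested (44.9%) differed between the diets, of which 3083 were higher and 1565 lower in HFD mice. Of the alternatives tried, the further requirement of at least a 2-fold change moved this number most, to 1191. With each mouse left out in turn it ranged from 3750 to 4848. In 2359 genes (22.8%) all HFD mice lay on one side of all CD mice, against 0.216% by chance. Among the DEGs without overlap, Pcolce2 (Entrez 76477, chromosome 9, 95637628 to 95695551) and Mrc2 (Entrez 17534, chromosome 11, 105292093 to 105351146) rose most. Pcolce2 was at 77.8 ± 51.2 CPM (SD, n = 6) in HFD and 2.71 ± 1.55 (n = 6) in CD mice, a log2 fold change of 4.15 (standard error 0.517, adjusted p = 6.91e-07, higher in 6 of 6 HFD mice). Mrc2 was at 131 ± 97.6 CPM against 5.33 ± 2.57, a log2 fold change of 4.01 (standard error 0.711, adjusted p = 5.57e-05). The largest fall was in Cyp2f2 (Entrez 13107, chromosome 7, 27119955 to 27133660). Cyp2f2 was at 2.40 ± 1.85 CPM in HFD and 97.6 ± 59.1 in CD mice, a log2 fold change of -4.87 (standard error 0.459, adjusted p = 9.39e-09).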

After 8 weeks of HFD, the number of DEGs in adipocytes was approximately 5500 genes (Supplemental Fig. S2A,B). 

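The number of DEGs was 5894 at 20 weeks (57.0% of the genes tested) and 4468 at 34 weeks (43.2%). Both fell when a 2-fold change was also required, to 1863 and 1019. When the mice of each time were fitted separately, the number at 34 weeks was 2457, while 8 and 20 weeks gave 5718 and 6718. Leaving out 1 mouse at a time gave 5374 to 6016 DEGs at 20 weeks and 3481 to 5131 at 34 weeks. The number was highest at 20 weeks under every alternative except a fit with the mean of macrophage genes in each mouse as a covariate, which gave 3458, 2559 and 1229 DEGs at 8, 20 and 34 weeks. All HFD mice lay on one side of all CD mice in 3852 genes (37.2%) at 20 weeks and in 254 (2.46%) at 34 weeks, where chance gives 0.216% and 0.0666%. Among the DEGs without overlap at 20 weeks, Gpnmb (Entrez 93695, chromosome 6, 49036518 to 49058182) rose most, from 108 ± 213 CPM in CD to 3276 ± 1068 in HFD mice (n = 6 each), with a log2 fold change of 6.66 (standard error 0.795, adjusted p = 7.51e-08). It was followed by Mmp12 (Entrez 17381, chromosome 9, 7344397 to 7360461), with 1761 ± 842 against 105 ± 214 CPM and a log2 fold change of 5.78 (adjusted p = 1.18e-07). The largest falls at this time were again in Cyp2f2, by a log2 fold change of -5.38 (adjusted p = 6.16e-10), and in Acsm3 (Entrez 20216, chromosome 7, 119760883 to 119784896), from 151 ± 94.6 to 2.39 ± 1.10 CPM (log2 fold change -5.18, adjusted p = 3.43e-08). At 34 weeks Itgax (Entrez 16411, chromosome 7, 128129526 to 128150657) rose most, to 514 ± 274 CPM in 6 HFD mice from 37.4 ± 30.4 in 8 CD mice (log2 fold change 4.08, adjusted p = 1.69e-05). Agt (Entrez 11606, chromosome 8, 124556587 to 124569706) and Adrb3 (Entrez 11556, chromosome 8, 27225776 to 27230845) fell most at 34 weeks, with log2 fold changes of -3.47 (adjusted p = 9.5e-09) and -2.77 (adjusted p = 7.91e-08). In each of these genes all 6 HFD mice lay beyond all CD mice at the time named. Gpnmb, Mmp12 and Itgax belong to a list of lipid-associated macrophage genes. The mean log2(CPM + 1) of that list was higher in HFD mice by 2.96, 5.33 and 2.70 at 8, 20 and 34 weeks. Macrophages carried over into the floating fraction may account for part of the rises of these 3 genes.

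**Figure D1:**
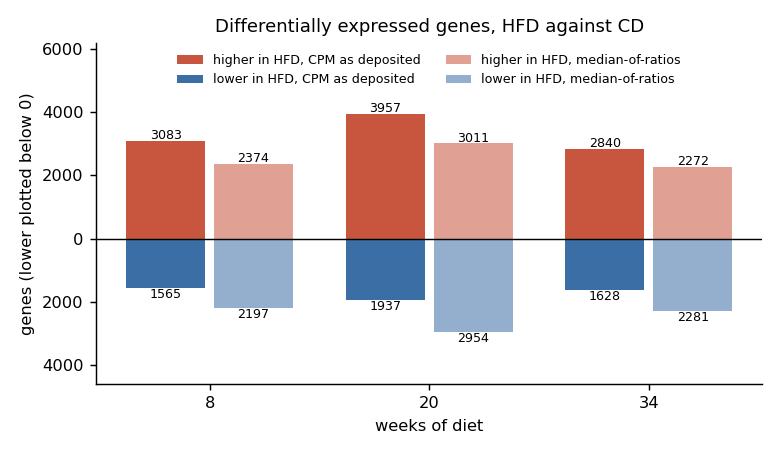
Number of DEGs higher (upward bars) and lower (downward bars) in HFD mice at 8, 20 and 34 weeks, from the CPM as the authors gave them and after scaling each mouse by median-of-ratios size factors. At 20 weeks 3957 genes were higher and 1937 lower before scaling, and 3011 and 2954 after it.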

After 20 weeks, the number of DEGs in adipocytes reached a maximum, as was seen in the SVF, before modestly decreasing in total number by 34 weeks (Supplemental Fig. S2A,B).

Principal component analysis of the adipocytes revealed clustering of the diet groups and timepoints. This analysis facilitates a high level overview of similarities and differences between the samples and groups in relation to how they cluster^44^ (Fig. 3A). 

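The analysis was repeated on the centred log2(CPM + 1) values of the 8010 genes called at any time. Principal component 1 (PC1) held 63.4% of the variance and principal component 2 (PC2) 13.5%. The PC1 share was 58.9% over all genes tested and 42.9% when each gene was scaled to unit variance, the alternative that moved it most. It stayed between 62.5% and 64.9% with each mouse left out in turn. On PC1 the 8 week CD mice lay lowest, at a mean of -59.4 (SD 10.5), and the 34 week HFD mice highest, at 58.5 (SD 17.8). Distances between group means in the plane of both components were 59.6 between the diets at 8 weeks, 93.0 at 20 weeks and 59.0 at 34 weeks.

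**Figure D2:**
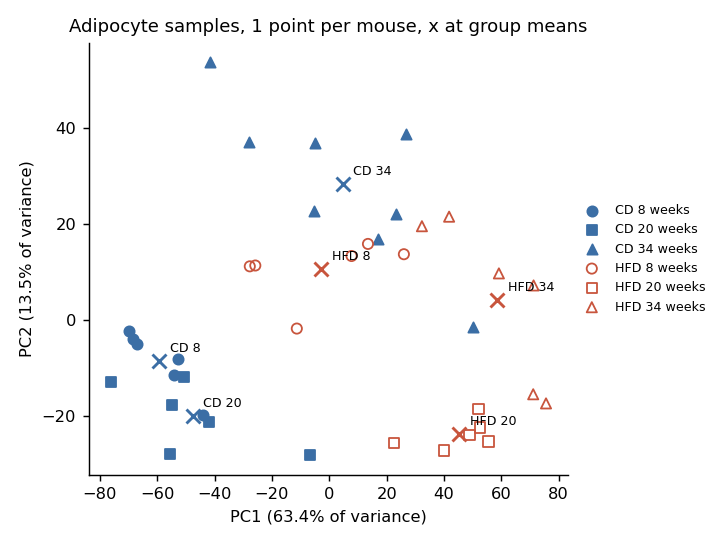
Position of each of the 38 mice on PC1 (63.4% of the variance) and PC2 (13.5%) of the log2(CPM + 1) values of 8010 genes. CD mice run from -76.3 to 50.0 on PC1 and HFD mice from -27.7 to 75.6.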

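The group means of the 8 and 20 week CD mice lay 16.5 apart in the plane of PC1 and PC2, the shortest distance between any 2 of the 6 groups. The 8 week CD mice ranged from -69.9 to -44.2 on PC1 and from -19.9 to -2.43 on PC2, and the 20 week CD mice from -76.3 to -6.73 and from -28.2 to -12.0. Between these 2 ages, 370 of the genes tested (3.58%) changed in CD mice, 176 of them higher and 194 lower at 20 weeks. With median-of-ratios size factors 229 were higher and 188 lower, and with TMM factors 228 and 197. Of the alternatives, array weights moved this number most, to 1543. It was 219 without 8 week CD mouse 3, 228 without 20 week CD mouse 3 and 217 without 20 week CD mouse 4, and between 217 and 483 over all mice left out in turn.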

8 and 20 week CD samples clustered closely together and the groups partially overlapped, suggesting similarities between them (Fig. 3A). 8, 20 and 34 week HFD samples clustered together within their respective groups and were near each other however there was no overlap between any of the groups (Fig. 3A). Thus suggesting that high fat was eliciting global transcriptional changes leading to high level differences between the groups at earlier timepoints compared to CD. 

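On PC1 the 8 week HFD mice ranged from -27.7 to 26.0, the 20 week HFD mice from 22.5 to 55.5 and the 34 week HFD mice from 32.3 to 75.6. On PC2 their ranges were -1.83 to 15.8, -27.2 to -18.5 and -17.4 to 21.5. The ranges of the 20 week group thus stayed apart from those of the other HFD groups on PC2, and those of the 8 and 34 week groups stayed apart on PC1. The group means lay 59.2 apart for 8 and 20 weeks, 61.8 for 8 and 34 weeks and 31.0 for 20 and 34 weeks.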

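In the plane of PC1 and PC2, the mean of the 34 week CD mice lay 19.3 from that of the 8 week HFD mice and 66.1 from that of the 20 week HFD mice. Its distance was 73.9 to the 8 week CD mice and 71.2 to the 20 week CD mice. Among these 4 group means, the nearest was an HFD mean for 8 of the 8 mice, that of 8 weeks for 7 of them and that of 20 weeks for mouse 5. With the Euclidean distance over all genes used, the count was 7, the lowest of any alternative. The 34 week CD mice were widely spread, from -41.4 to 50.0 on PC1. From 8 to 34 weeks, 6696 genes (64.7%) changed in CD mice, 4151 of them higher and 2545 lower at 34 weeks, or 3509 higher and 3126 lower with median-of-ratios size factors and 3372 and 3239 with TMM factors. Across the genes tested, this change with age had a Pearson correlation of 0.70 (Spearman 0.59) with the diet difference at 20 weeks, which shares no mice with it. In simulations of groups without any difference the same correlation ran from -0.62 to 0.72, and 1 of 100 simulations reached the observed value. Genes are not independent replicates, so no p is given for it. Of 3890 genes called in both comparisons, 3514 changed in the same direction. The mean log2(CPM + 1) of macrophage genes also rose, by 2.13 in CD mice from 8 to 34 weeks and by 2.15 with HFD at 20 weeks. The correlation was lower with this mean as a covariate. Within groups, the position of a mouse on PC1, computed without macrophage genes, followed this mean (Pearson correlation of deviations from group means 0.91). Macrophage RNA carried over may therefore account for part of the correlation and of these positions.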

Intriguingly, the 34 week CD samples clustered nearer the 8 and 20 week HFD groups than the 8 or 20 week CD groups (Fig. 3A). This is consistent with the data in Fig. 1, which showed that changes in metabolic parameters following 34 weeks of chow diet were similar to those resulting from 8 or 20 weeks of HFD. Hierarchical clustering analysis highlighted the directional changes occurring globally within the different diet groups and timepoints (Fig. 3B). 

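Average linkage on the Euclidean distance between mice, over the same 8010 genes, gave 2 main clusters. One held all 6 of the 8 week CD mice, 5 of the 20 week CD mice and 2 of the 34 week CD mice. The other held all 18 HFD mice together with 7 CD mice, of which 1 was from 20 weeks and 6 were from 34 weeks. With 1 minus the Pearson correlation as distance, 4 CD mice joined 15 of the HFD mice. The number of CD mice among the HFD mice ranged from 5 to 9 with each mouse left out in turn.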

To perform a more detailed transcriptional profiling of the adipocytes, we took a reductionist approach to correct for any carryover of the SVF into the adipocyte fraction. An overview of the workflow is detailed in (Fig. 3C). After selection of DEGs (both up and downregulated) from the SVF and adipocytes in response to HFD compared to CD based on padj < 0.05, the lists were overlaid at each timepoint to reveal genes that were differentially expressed only in the SVF (Fig. 3C, first row of Venn diagrams, green color), in the adipocyte fraction (Fig. 3C, first row of Venn diagrams, red color) or in both fractions (Fig. 3C, first row of Venn diagrams, brown color) at each of the times. Next, we took the lists of DEGs that were specifically changing in the adipocyte fraction from each of the timepoints (Fig. 3C, first row of Venn diagrams, orange color) and overlaid them using a final Venn diagram (Fig. 3C, lower Venn diagram with 3 circles). This final comparison allowed us to identify DEGs that were differentially expressed across all timepoints (Fig. 3C, lower Venn diagram, bright green color) or specifically at each timepoint (Fig. 3C, lower Venn diagram, blue, pink and yellow colors). Once these lists were made, GO term enrichment analysis was performed to determine the dominant pathways that were changing in the adipocytes in response to HFD at 8, 20 and 34 weeks as well as what pathways were in common over all timepoints. All DEGs for both SVF and adipocyte fraction are listed in Supplemental File 1.

**Figure 3:**
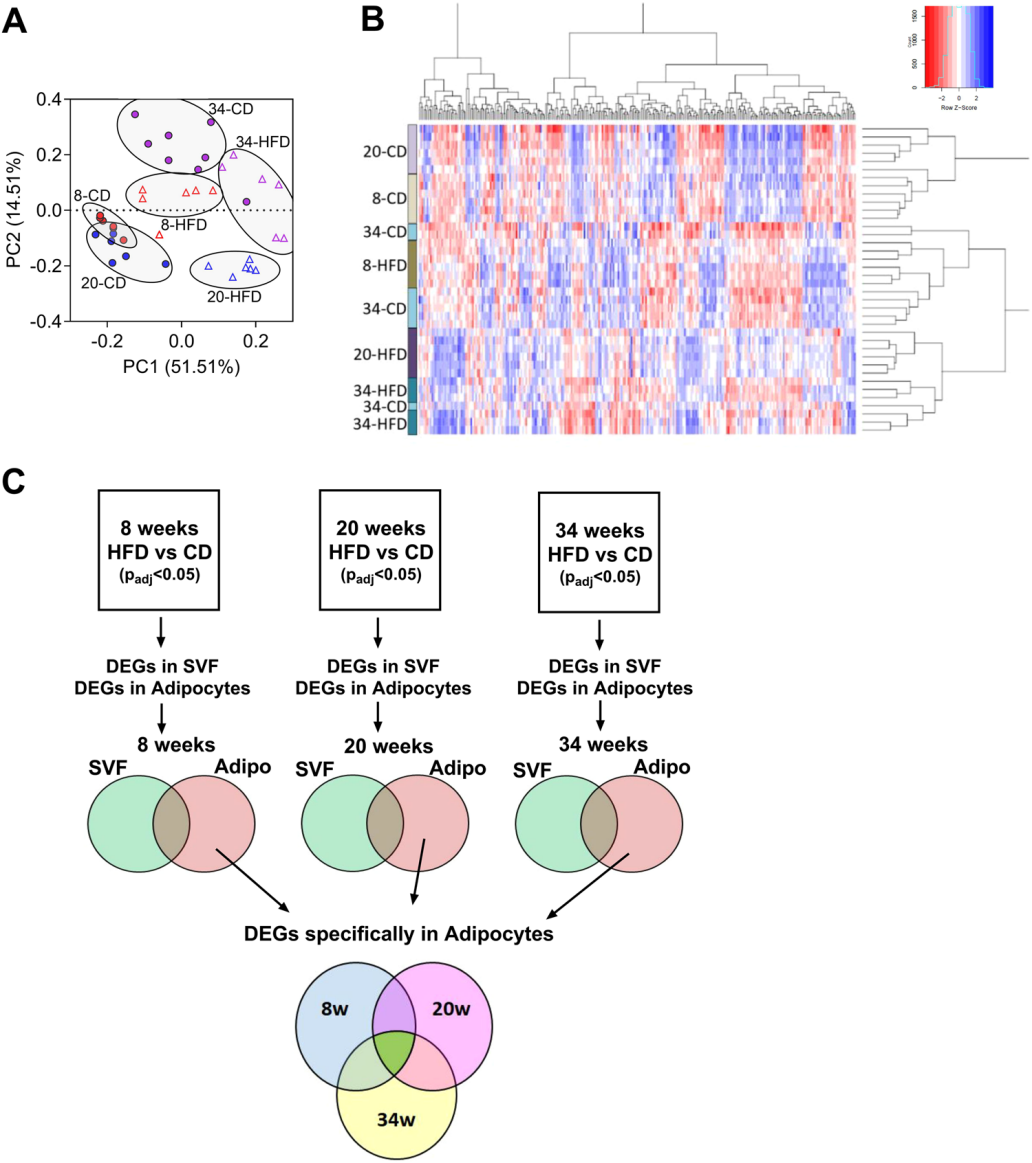
Adipocytes exert a robust transcriptional response to high fat diet. (**A**) Principal component analysis of differentially expressed genes from isolated perigonadal adipocytes from chow diet (CD) or high fat diet (HFD) groups after 8, 20 or 34 weeks. Chow diet (CD) groups are closed circles. High fat diet (HFD) groups are open triangles. 8 week timepoint is red, 20 week timepoint is blue and 34 week timepoint is purple. Each point represents one sample. 6–8 mice per group. (**B**) Hierarchical clustering heatmap of isolated adipocytes. (**C**) Overview of workflow for GO term pathway analysis. Analysis overview for selecting differentially expressed genes (DEGs) that are specifically up or downregulated in adipocyte fraction.

### Upregulation of ECM and remodeling-related genes and pathways in high fat diet adipocytes

641 DEGs were maintained upregulated over all timepoints in response to high fat stimulus in isolated adipocytes (Fig. 4A, green color). 

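Without the removal of genes that also changed in the SVF, 1263 genes were higher in HFD mice at all 3 times. Of the alternatives, the macrophage covariate moved this number most, to 79, and it ranged from 973 to 1443 with each mouse left out. A further 1059 genes were higher at 8 and 20 weeks, 21 at 8 and 34 weeks and 1007 at 20 and 34 weeks. Of the genes in which every HFD mouse lay above every CD mouse at each time, the 5 with the largest rise at their weakest time were Mmp12, Itgad, Arhgap25, Mamdc2 and H2-DMb1. Itgad (Entrez 381924, chromosome 7, 128173933 to 128205504) had log2 fold changes of 2.68 (adjusted p = 3.73e-05), 4.72 (5.3e-09) and 3.49 (1.42e-06) at 8, 20 and 34 weeks. The smallest of the 3 log2 fold changes was 3.60 for Mmp12, 2.48 for Arhgap25, 1.98 for Mamdc2 and 1.78 for H2-DMb1. The rise of H2-DMb1 was no longer called at 20 and 34 weeks with the macrophage covariate (adjusted p = 0.0935 and 0.192), while over the other alternatives it was called at each time, with an adjusted p down to 1.21e-10 and 0.00103.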

GO term analysis revealed enrichment of pathways related to extracellular matrix organization, cytoskeleton, focal adhesion and others (Fig. 4B, green color). 

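GO terms were replaced by 16 gene sets defined by symbol and by the mouse Reactome pathways. Each set was tested at each time with limma's camera (two-sided, preset correlation 0.01, adjusted over 48 tests). The 19 collagen genes tested had mean log2 fold changes of 1.47, 1.88 and 0.31 at 8, 20 and 34 weeks (adjusted p = 1.42e-05, 2.9e-05 and 0.647). All 19 were higher at 8 and at 20 weeks and 12 at 34 weeks. Of them, 14, 16 and 5 were DEGs, and 15, 16 and 5 passed when adjusted over the list alone. For the 41 ECM glycoproteins the means were 0.94, 1.51 and 0.57 (adjusted p = 0.00187, 3.81e-05 and 0.151). At 34 weeks they were called by limma's rotation test fry (adjusted p = 0.0430) and by camera with median-of-ratios size factors (0.0496). Their DEGs numbered 27, 31 and 15, or 27, 32 and 15 when adjusted over the list alone. The means for 16 integrins were 1.11, 1.86 and 1.16 (adjusted p = 0.0013, 0.000912 and 0.00579), and 12, 14 and 12 of them were called. For 62 focal adhesion and actin genes they were 0.60, 1.15 and 0.69 (adjusted p = 0.00121, 1.02e-06 and 1.71e-05), with 38, 56 and 41 DEGs and 39, 60 and 45 adjusted over the list alone. With the macrophage covariate the calls at 8 weeks were lost for the integrins (adjusted p = 0.0753) and for the focal adhesion and actin genes (0.355). Matrix remodeling enzymes, 22 genes with means of 0.44, 1.05 and 0.47, were not called by camera (adjusted p = 0.757, 0.207 and 0.706). For them fry gave adjusted p = 0.0800, 6.74e-05 and 0.119, and 12, 16 and 12 were DEGs, 8, 12 and 8 of them higher. Over all 48 tests camera made 30 calls, of which 27 also held under fry, and with shuffled diets it made a median of 23. With an estimated correlation between genes camera made 0 calls (smallest adjusted p 0.456, 3 of 48 tests with an unadjusted p under 0.05), while fry made 34 and an exact permutation test, chosen after the values had been seen, made 40. That permutation test compares each set's mean over mice, relative to the mean of all genes tested, and gave adjusted p = 0.00452, 0.00452 and 0.432 for the collagens, 0.00770, 0.00452 and 0.0287 for the ECM glycoproteins, 0.0468, 0.00452 and 0.0737 for the matrix remodeling enzymes and 0.00452 at each time for the focal adhesion and actin genes. In Reactome, 552 of the genes higher at all times were among 3987 background genes. The one-sided Fisher's exact test, adjusted over 787 pathways, placed 44 of 148 genes of Extracellular matrix organization among them (adjusted p = 2.43e-05, rank 8 by p), and for Integrin cell surface interactions 19 of 50 (adjusted p = 0.000722).

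**Figure D3:**
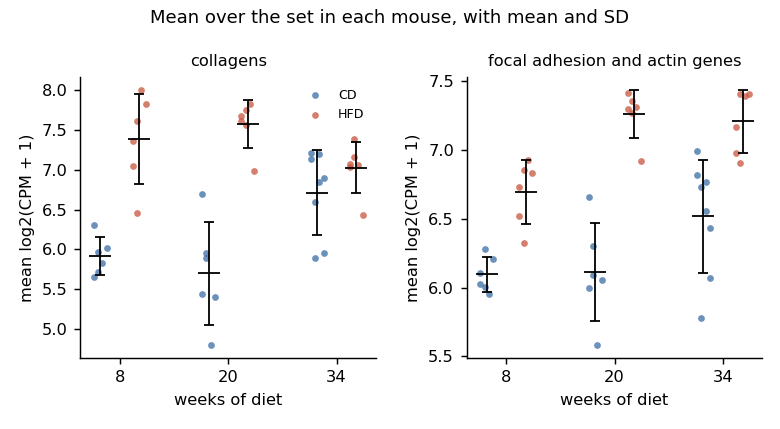
Mean log2(CPM + 1) of the 19 collagen genes and of the 62 focal adhesion and actin genes in each mouse (points), with the mean and SD of each group. The diets differ by 1.47 and 1.88 in the collagens at 8 and 20 weeks and by 0.31 at 34 weeks.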

GO terms and associated genes for Fig. 4B are listed in [Supplemental Fig. 3 and Supplemental File 2]. Notably, pro-fibrotic cytokine TGF-β1 (Tgfb1) expression was found to be upregulated in adipocytes at all times (Supplemental File 2). 

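Tgfb1 (Entrez 21803, chromosome 7, 25687002 to 25705077) was at 44.9 ± 12.1 CPM in HFD and 21.4 ± 4.94 in CD mice at 8 weeks (SD, n = 6 each), a log2 fold change of 1.03 (standard error 0.321, adjusted p = 0.00975). At 20 weeks it was at 107 ± 21.0 against 28.1 ± 13.9 CPM (n = 6 each), with a log2 fold change of 1.99 (standard error 0.321, adjusted p = 4.41e-06). At 34 weeks it was at 132 ± 50.6 CPM (n = 6) against 63.6 ± 38.6 (n = 8), with a log2 fold change of 1.14 (standard error 0.300, adjusted p = 0.00314). All 6 HFD mice lay above all CD mice at 8 and at 20 weeks. At 34 weeks 3 of 6 did, and 5 lay above the CD mean. With each mouse left out, the log2 fold change stayed between 0.89 and 1.11, between 1.79 and 2.20 and between 0.98 and 1.35. With the macrophage covariate it was 0.10 (adjusted p = 0.693), 0.63 (0.0199) and 0.27 (0.303), and over all alternatives the adjusted p ranged from 2.23e-06 to 0.693, from 3.93e-12 to 0.0199 and from 0.00128 to 0.303.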

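At 8 weeks only, 740 genes were higher in HFD mice. The macrophage covariate moved this number most, to 1170, and it ranged from 563 to 847 with each mouse left out. Among these genes, 18 of the 79 genes of Mitochondrial translation initiation were present in Reactome (4.95 expected, adjusted p = 0.000831), and 4 pathways were called in all. Mitochondrial translation as a whole had 18 of 85 genes (5.33 expected, adjusted p = 0.00116). Of 75 mitochondrial ribosomal protein genes, 26 were DEGs at this time, 21 of them higher, with a mean log2 fold change of 0.13 (camera, adjusted p = 0.377). The mean over all genes tested was 0.17. Relative to all genes, the set differed by -0.04 (exact permutation test, chosen after the values had been seen, adjusted p = 0.359). With median-of-ratios size factors its mean was 0.03. As a set these genes thus did not rise relative to all genes tested.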

8 weeks of HFD lead to upregulation of 889 genes which were surprisingly not significantly associated with any GO terms (Fig. 4A, blue color). 

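Only at 20 weeks, 628 genes were higher in HFD mice, or 1286 without a filter on low values and 1056 with a separate fit of each time. The 16 genes of the Wnt set, which holds Wnt ligands, receptors and targets, had mean log2 fold changes of 0.68, 0.82 and 0.06 at 8, 20 and 34 weeks. camera called the set at 8 weeks (adjusted p = 0.0173) and not at 20 or 34 weeks (adjusted p = 0.0609 and 0.572). fry called it at 8 and at 20 weeks (adjusted p = 0.00047 and 0.00011), as did the exact permutation test (adjusted p = 0.00452 at both). At 20 weeks 11 of its genes were DEGs, and 12 passed when adjusted over the list alone. Signaling by WNT held 17 of its 168 Reactome genes among those higher at 20 weeks only (9.06 expected, p = 0.00827, adjusted p = 0.93). The only pathway called there was the disassembly of the destruction complex and recruitment of AXIN to the membrane, with 7 of 20 genes (1.08 expected, adjusted p = 0.0402). The 9 tubulin genes, which form microtubules, had mean log2 fold changes of 0.60, 0.81 and 0.43 (camera, adjusted p = 0.116, 0.126 and 0.276), and fry called them at each time (adjusted p = 0.00116, 7.01e-05 and 0.00991).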

By 20 weeks of HFD, adipocytes significantly upregulated 650 genes associated with Wnt signaling, negative regulation of cell growth, positive regulation of cell differentiation and microtubule polymerization (Fig. 4A,B, pink color). Genes associated with these GO terms, including other TGF-β ligands *tgfb2* and *tgfb3*, are listed in Supplemental Fig. 3 and Supplemental File 2. 

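Tgfb3 (Entrez 21809, chromosome 12, 86056743 to 86079041) was at 21.0 ± 2.92 CPM in HFD and 12.0 ± 3.67 in CD mice at 20 weeks (SD, n = 6 each), a log2 fold change of 0.80 (standard error 0.219, adjusted p = 0.00233), with all 6 HFD mice above all CD mice. At 8 weeks it was at 30.9 ± 4.51 against 21.7 ± 6.39 CPM, a log2 fold change of 0.53 (adjusted p = 0.0486). That call was lost with median-of-ratios size factors (adjusted p = 0.0808) and without any 1 of 22 mice, with an adjusted p of up to 0.119 without 8 week CD mouse 6. Over the alternatives its adjusted p at 8 weeks ranged from 0.017 to 0.126. At 34 weeks the log2 fold change was -0.19 (adjusted p = 0.46). Tgfb2 (Entrez 21808, chromosome 1, 186622787 to 186709697) was too low to be tested, at 2.95 ± 1.15 CPM in HFD and 0.331 ± 0.149 in CD mice at 20 weeks. Without a filter on low values this rise was called (adjusted p = 7.19e-05), with all 6 HFD mice above all CD mice, and the log2 fold changes of 0.33 and 0.51 at 8 and 34 weeks were not (adjusted p = 0.446 and 0.173).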

Thirty four weeks of HFD lead to 992 genes uniquely upregulated (Fig. 4A, yellow color) which equated to the enrichment of GO terms associated predominantly with RNA metabolic process, lysosome, cadherin binding, cytoskeleton, focal adhesion and others (Fig. 4B, yellow color). 

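At 34 weeks only, 549 genes were higher in HFD mice. This number was 166 with a separate fit of the 34 week mice, 313 with array weights and 359 without HFD mouse 3 of 34 weeks, and 359 to 670 over all mice left out. Reactome called 13 pathways, among them mRNA Splicing with 22 of 111 genes (7.38 expected, adjusted p = 0.000912) and the Activated TLR4 signalling pathway with 16 of 83 (adjusted p = 0.016). The 65 lysosomal genes had mean log2 fold changes of 0.48, 1.01 and 0.61 at 8, 20 and 34 weeks (camera, adjusted p = 0.00187, 6.01e-08 and 1.23e-07). With the macrophage covariate the call at 8 weeks was lost (adjusted p = 0.795). Of these, 47 were DEGs at 34 weeks and 51 passed when adjusted over the list alone.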

34 week upregulated GO terms and associated genes are listed in Supplemental Fig. 3 and Supplemental File 2.

**Figure 4:**
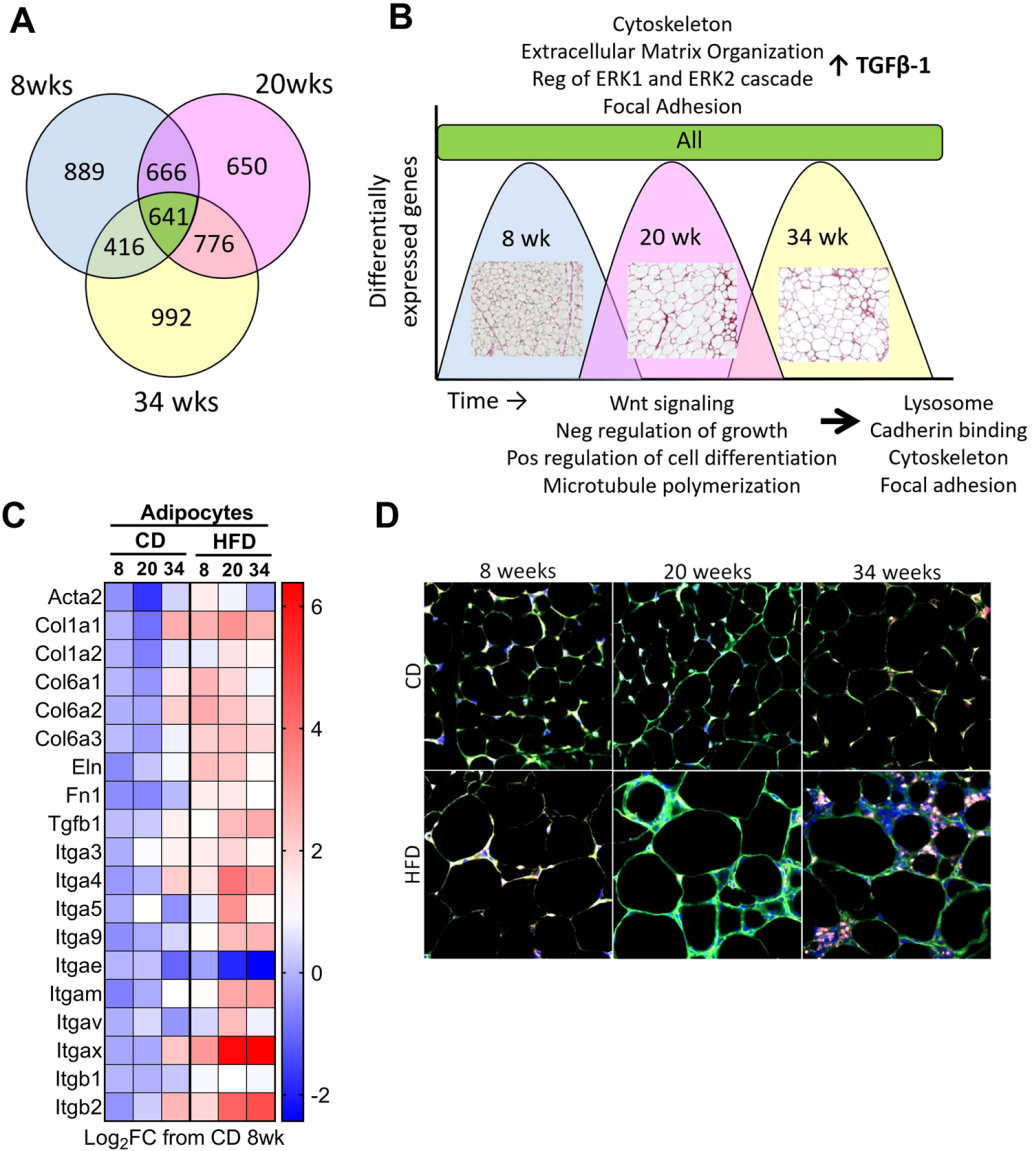
Adipocytes upregulate extracellular matrix associated genes in response to high fat diet. (**A**) Venn diagram of upregulated differentially expressed genes in adipocytes. (**B**) GO term analysis of upregulated pathways at each timepoint or across all timepoints. Pos = positive. Neg = negative. Representative picrosirius red staining images are overlaid for each timepoint. (**C**) ECM and remodeling genes extracted from RNAseq analysis (TPM values) expressed as Log_2_FC from 8 week CD. Heat map colors represent median values. N = 5–8 mice per group. (**D**) Immunofluorescent staining of paraffin-embedded PGWAT tissue sections from chow diet (CD) or high fat diet (HFD) fed mice after 8, 20 and 34 week for collagen 6 (green), F-actin (stained with phalloidin-red) and nuclei (blue). Representative image from 3–4 mice.

Upregulation of a subset of ECM and remodeling genes in the isolated adipocytes with HFD was evident after calculating the Log_2_FC from RNAseq TPM values (Fig. 4C). 

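For 19 genes of Fig. 4C, the medians over mice were computed as log2((CPM + 1)/(mean CPM of 8 week CD mice + 1)). The panel itself shows TPM relative to 8 week CD mice, and its legend states no pseudocount. The HFD median was above the CD median of the same time in 18 genes at 8 weeks, 18 at 20 weeks and 13 at 34 weeks. The gene below at each time was Itgae (Entrez 16407, chromosome 11, 73090505 to 73147449), whose HFD medians were -0.27, -1.45 and -1.67. At 34 weeks Acta2, Col1a1, Col6a1, Col6a2 and Itga3 were also below. The highest HFD medians were those of Itgax, at 2.86, 5.90 and 6.25 at 8, 20 and 34 weeks. Itgax is one of the lipid-associated macrophage genes, so macrophages carried over may account for part of its rise. Itgb1 (Entrez 16412, chromosome 8, 128685654 to 128733579) was at 553 ± 89.8, 640 ± 59.5 and 625 ± 68.4 CPM in HFD mice and 325 ± 23.8, 316 ± 62.7 and 414 ± 87.9 in CD mice at 8, 20 and 34 weeks (SD, n = 6, or 8 for the last). Its log2 fold changes were 0.75, 1.03 and 0.61 (adjusted p = 4.91e-05, 1.88e-07 and 0.000305). Col6a1 (Entrez 12833, chromosome 10, 76708792 to 76726044) had log2 fold changes of 2.51 (adjusted p = 3.23e-06) and 2.15 (5.89e-06) at 8 and 20 weeks and -0.59 (0.142) at 34 weeks. From the rise of genes for ECM, focal adhesions and the cytoskeleton in adipocytes, the paper reasons that the adipocytes of HFD mice come to resemble fibroblast-like cells, and it proposes that pathways responsive to TGF-β regulate these genes.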

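Col1a1 (Entrez 12842, chromosome 11, 94936224 to 94953042) was at 156 ± 116 CPM in HFD and 21.6 ± 10.8 in CD mice at 8 weeks, and at 201 ± 80.3 against 18.1 ± 17.3 CPM at 20 weeks (SD, n = 6 each). The log2 fold changes were 2.55 (standard error 0.549, adjusted p = 0.000461) and 3.66 (standard error 0.549, adjusted p = 1.6e-06). At 34 weeks its log2 fold change was 0.14 (adjusted p = 0.845, 1 of 6 HFD mice above the CD mean), with 143 ± 42.1 CPM in HFD (n = 6) and 181 ± 167 in CD mice (n = 8). Col6a3 (Entrez 12835, chromosome 1, 90766860 to 90844001) rose at each time, by log2 fold changes of 1.80 (adjusted p = 0.000159), 2.49 (6.77e-07) and 1.11 (0.00716), with all 6 HFD mice above the CD mean. Fn1 (Entrez 14268, chromosome 1, 71585473 to 71653280) had log2 fold changes of 1.65 (adjusted p = 0.016), 1.99 (0.00275) and 0.85 (0.181), with 6, 6 and 4 of 6 HFD mice above the CD mean. Its call at 8 weeks was lost without 8 week CD mouse 2 (log2 fold change 1.38, adjusted p = 0.051) and with edgeR's quasi-likelihood test (1.21, adjusted p = 0.073), and with the macrophage covariate its log2 fold change at 20 weeks was -0.29 (adjusted p = 0.616). Over the alternatives the adjusted p of Fn1 ranged from 4.72e-05 to 0.857, from 9.79e-07 to 0.616 and from 0.0393 to 0.355, the lowest at 34 weeks with array weights. Itga5 (Entrez 16402, chromosome 15, 103344286 to 103366791) had log2 fold changes of 0.56 (adjusted p = 0.307), 2.11 (0.000154) and 1.45 (0.00567), with 4, 6 and 5 of 6 HFD mice above the CD mean. Array weights called it at 8 weeks as well (adjusted p = 0.0102), and a separate fit left its rise at 34 weeks uncalled (adjusted p = 0.0542), in ranges of 0.0102 to 0.4 at 8 weeks and 0.00469 to 0.413 at 34 weeks. Eln (Entrez 13717, chromosome 5, 134702595 to 134747368) had a mean log2(CPM + 1) of 1.99 and was not tested, with 6.08 ± 3.44, 6.31 ± 2.15 and 3.58 ± 1.66 CPM in HFD and 1.35 ± 1.33, 1.76 ± 1.25 and 3.10 ± 2.10 in CD mice. Without a filter on low values its log2 fold changes were 1.55 (adjusted p = 0.00137), 1.47 (0.00107) and 0.21 (0.724).

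**Figure D4:**
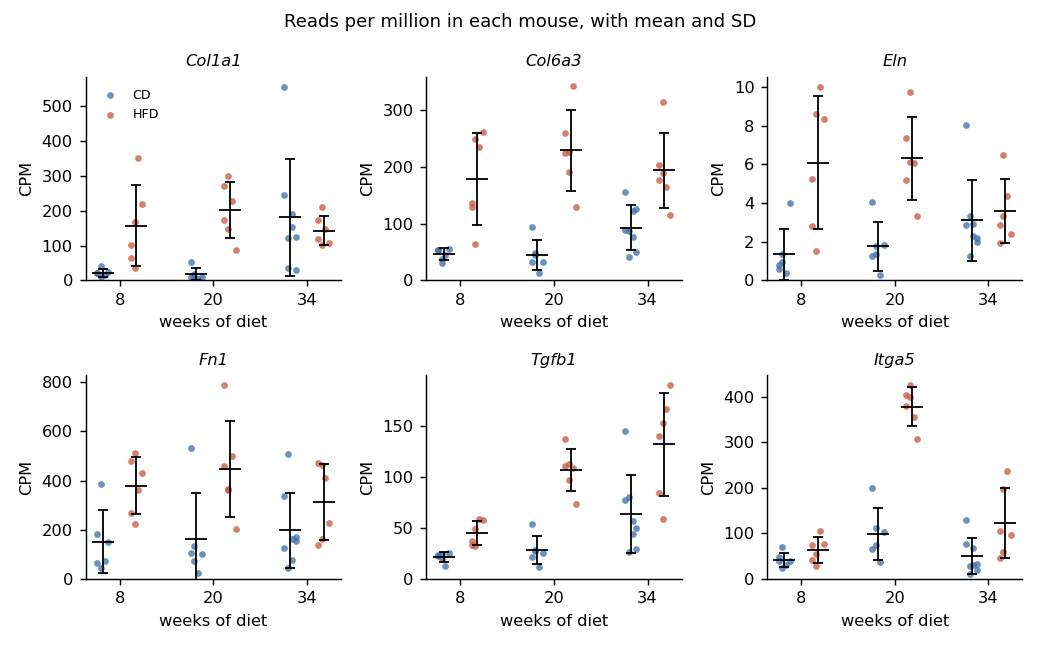
CPM of Col1a1, Col6a3, Eln, Fn1, Tgfb1 and Itga5 in each CD and HFD mouse (points) at 8, 20 and 34 weeks, with the mean and SD of each group. Col1a1 averages 156 and 201 CPM in HFD mice at 8 and 20 weeks against 21.6 and 18.1 in CD mice, and 143 against 181 at 34 weeks.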

Collagens (*col1a1, col6a3*), elastin (*eln*), fibronectin (*fn1*), TGFB family members (*tgfb1*), and integrins (*itga5*) were all upregulated in adipocytes in response to a HFD. Next, we examined collagen 6 (COL6), an enriched collagen in adipose tissue^14^, and f-actin expression (using phalloidin^45^) by immunofluorescent staining of PGWAT tissue sections (Fig. 4D). We found that both proteins were more prominent with HFD, particularly at the later timepoints (Fig. 4D). Interestingly, by 34 weeks HFD the phalloidin staining was more punctate than in previous timepoints (Fig. 4D). COL6 signal appeared to decrease in CD mice over the time, suggesting active degradation and remodeling was occurring in response to the expanding adipocytes.

### Downregulation of mitochondrial genes and GO terms in high fat diet adipocytes

Adipocytes had a similar number of downregulated genes at each timepoint as those being upregulated (Fig. 5A). 

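From the CPM as the authors gave them, 66.3% of the DEGs at 8 weeks, 67.1% at 20 weeks and 63.6% at 34 weeks were higher in HFD mice, and the lower genes numbered 1565, 1937 and 1628. The median log2 fold change of all genes tested was 0.11, 0.14 and 0.07. With median-of-ratios size factors this median became 0.01, -0.02 and -0.01, and 51.9%, 50.5% and 49.9% of the DEGs were higher. The shares were 49.9%, 46.4% and 50.4% with TMM factors computed from the whole reads, an alternative chosen after the values had been seen.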

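At all 3 times 350 genes were lower in HFD mice, again without the step on SVF genes. This number was 54 with the macrophage covariate, which moved it most, and 612 to 666 with median-of-ratios size factors, TMM factors, edgeR, DESeq2 or array weights. With each mouse left out it was 284 to 424. Of the genes in which every HFD mouse lay below every CD mouse at each time, Cfd (Entrez 11537, chromosome 10, 79890853 to 79892655) fell most. It was at 3483 ± 2705 CPM in HFD and 17207 ± 1822 in CD mice at 8 weeks (n = 6 each) and at 965 ± 446 (n = 6) against 6877 ± 4828 (n = 8) at 34 weeks. The log2 fold changes of Cfd were -2.76, -4.03 and -2.70 at 8, 20 and 34 weeks (adjusted p = 1.37e-05, 2.26e-08 and 1.69e-05). Cyp2e1, Gpx3, Prtn3 and Dennd2d followed, with log2 fold changes nearest to 0 of -2.52, -2.04, -1.83 and -1.77. Reactome called 7 pathways among the 350 genes, with Branched-chain amino acid catabolism having the most genes relative to chance, 9 of 17 (0.546 expected, adjusted p = 4.22e-07). This breakdown takes place in mitochondria, and 21 genes defined as its set beforehand had mean log2 fold changes of -0.43, -0.87 and -0.43 (camera, adjusted p = 5.56e-06, 5.36e-12 and 6.71e-07, or 0.148, 2.19e-07 and 0.00832 with the macrophage covariate). Of these 13, 20 and 17 were DEGs, and 14, 20 and 19 passed when adjusted over the list alone. Respiratory electron transport had 1 of 64 genes among those lower at all times (adjusted p = 1).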

Notably, 580 genes were downregulated at all times and of these genes the top GO term was mitochondrion (Fig. 5A,B, green color, Supplemental Fig. S4). 

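The genes lower in HFD mice at 8 weeks and at no other time numbered 578, with 402 to 637 when each mouse was left out. Only the macrophage covariate moved this number by more than 1.5 times, to 949.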

After 8 weeks of HFD, 1087 genes were downregulated specifically at this time (Fig. 5A, blue color). These genes enriched for GO terms primarily related to RNA processing and transcription (Figs. 5B and S4). 

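Processing of Capped Intron-Containing Pre-mRNA had 24 of its 115 Reactome genes among those lower at 8 weeks only (6.29 expected, adjusted p = 4e-06), mRNA Splicing 23 of 111 (6.07 expected, adjusted p = 4e-06) and Transcription 20 of 143 (7.82 expected, adjusted p = 0.00861). The 111 genes of an RNA processing set, fixed by symbol, had mean log2 fold changes of -0.20, -0.01 and 0.13 at 8, 20 and 34 weeks. At 8 weeks the set was called by camera (adjusted p = 8.24e-09), by fry (0.000195) and by the exact permutation test (0.00452), with 50 of its genes lower and 9 higher among the DEGs. When adjusted over the list alone, 61 genes were called at 8 weeks. At 20 weeks camera called the set (adjusted p = 0.0302) and fry did not (0.795), and the permutation test called a fall of -0.30 relative to all genes (0.00452). At 34 weeks fry called a rise (0.00225), while camera made no call (0.0615) and relative to all genes the difference was -0.018 (permutation, adjusted p = 0.617). With median-of-ratios size factors the means were -0.30, -0.17 and 0.04 (camera, adjusted p = 1.29e-09, 0.00285 and 0.226).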

After 20 weeks of HFD 661 genes were downregulated, out of which 72 were associated to the top enriched GO term mitochondria (Fig. 5, pink color and Supplemental Fig. S4). 

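At 20 weeks only, 363 genes were lower in HFD mice. This number was 778 with a separate fit of the 20 week mice, the alternative that moved it most, and 584 to 656 with edgeR, array weights, TMM factors or no filter. Reactome called 3 pathways, among them the citric acid (TCA) cycle with 6 of 18 genes (0.546 expected, adjusted p = 0.00748), and had 13 of the 117 genes of the TCA cycle and respiratory electron transport combined (adjusted p = 0.0163). The 19 TCA cycle genes had a mean log2 fold change of -0.36 at 20 weeks (camera, adjusted p = 0.000298, 14 DEGs), against -0.03 at 8 weeks (adjusted p = 0.335). For 77 nuclear-encoded subunits of the respiratory chain and ATP synthase it was -0.31 at 20 weeks (adjusted p = 1.24e-09), with 40 lower and 2 higher DEGs and 40 genes called when adjusted over the list alone. fry also called both sets at 20 weeks (adjusted p = 0.0194 and 0.0303). With the macrophage covariate the subunits were still called by camera at 20 weeks (adjusted p = 0.0395) and the TCA cycle genes were not (0.775). The fall of the TCA cycle genes was not confined to 20 weeks. At 34 weeks their mean was also -0.36 (camera, adjusted p = 1.26e-05, fry, 0.00884). At 8 weeks the exact permutation test, chosen after the values had been seen, called a mean of -0.20 relative to all genes (adjusted p = 0.0463). fry made no call there (0.942).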

Other downregulated GO terms were associated with the peroxisome and ubiquitination. 

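The 17 peroxin genes, which build the peroxisome, had mean log2 fold changes of 0.01, -0.30 and -0.34 at 8, 20 and 34 weeks. camera called them at 20 and 34 weeks (adjusted p = 0.000112 and 2.21e-05) and not at 8 weeks (0.207), and fry also called them at 20 and 34 weeks (0.000837 and 0.00110) and not at 8 weeks (0.680). The exact permutation test, chosen after the values had been seen, called them at each time relative to all genes (0.0297, 0.00770 and 0.0165). At 20 weeks 13 were DEGs and 14 passed when adjusted over the list alone. Peroxisomal lipid metabolism had 1 of its 19 genes among those lower at 20 weeks only (adjusted p = 1). The 37 proteasome genes, whose products degrade ubiquitinated proteins, had mean log2 fold changes of 0.14, 0.07 and -0.11 (camera, adjusted p = 0.273, 0.562 and 0.000597). Their fall at 34 weeks was not called by fry (adjusted p = 0.117), and the permutation test called them at 20 weeks for a mean that was -0.22 relative to all genes (adjusted p = 0.00452).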

After 34 weeks of HFD, 857 were found to be specifically downregulated and GO terms associated with the mitochondrion became more prevalent including mitochondrion inner membrane, mitochondrial translation and mitochondrion (Fig. 5, yellow color and Supplemental Fig. S4). 

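At 34 weeks only, 665 genes were lower in HFD mice, with 183 in a separate fit of the 34 week mice, 285 with the macrophage covariate and 384 without HFD mouse 3 of 34 weeks. Over all mice left out it ranged from 384 to 845. Among these genes were 30 of the 82 Reactome genes of respiratory electron transport and ATP synthesis (5.06 expected, adjusted p = 9.26e-14) and 20 of the 85 genes of Mitochondrial translation (5.24 expected, adjusted p = 1.76e-05). The nuclear-encoded subunits had a mean log2 fold change of 0.09 at 8 weeks (camera, adjusted p = 0.867) and -0.40 at 34 weeks (adjusted p = 7.9e-17), when 63 of the 77 genes were lower DEGs. The mitochondrial ribosomal protein genes had means of -0.12 and -0.27 at 20 and 34 weeks (adjusted p = 0.000136 and 2.48e-11). At 20 weeks their fall was not called by fry (adjusted p = 0.241) or by camera with the macrophage covariate (0.561), and was by the exact permutation test (0.00452). fry called the fall at 34 weeks in both sets (adjusted p = 0.00439 and 0.00991), as did the exact permutation test (0.0404 and 0.0463). At 34 weeks HFD mice 2 and 3 had the lowest subunit means, 6.51 and 6.52, while the other 4 HFD mice had 7.06 to 7.29 and the CD mice 6.88 to 7.73. A fall here is a value lower in HFD than in CD mice of the same time. Subunit means were 6.81, 7.06 and 7.34 in CD mice and 6.89, 6.75 and 6.94 in HFD mice at 8, 20 and 34 weeks. Means of the mitochondrial ribosomal protein genes were 4.90, 4.97 and 5.37 in CD and 5.03, 4.85 and 5.11 in HFD mice. From 8 to 34 weeks both sets rose in CD mice and changed little in HFD mice.

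**Figure D5:**
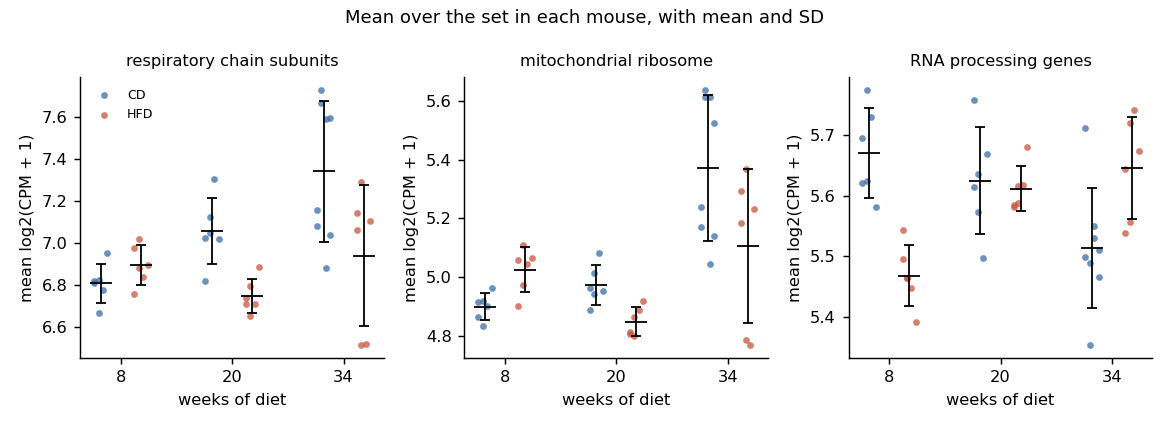
Mean log2(CPM + 1) of 77 respiratory chain subunits, 75 mitochondrial ribosomal protein genes and 111 RNA processing genes in each mouse (points) at 8, 20 and 34 weeks, with the mean and SD of each group. The respiratory chain subunits differ between the diets by 0.09, -0.31 and -0.40 (HFD minus CD), and the RNA processing genes by -0.20, -0.01 and 0.13.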

Genes associated with downregulated GO terms at all time points are listed in Supplemental File 2. Given the known concept of mitochondrial dysfunction occurring during obesity, we next examined proteins important for adipocyte function (lipolysis) and health (adiponectin)^46^. Western blot analysis of total PGWAT lysates showed a decrease in lipolytic enzymes, ATGL and phosphorylated ser563 HSL, a PKA site that leads to activation of HSL^47^, after 8 weeks of HFD (Fig. 5C). Total HSL and MAGL expression declined at the later 20 and 34 week times (Fig. 5C). Adiponectin also decreased after 20 weeks of HFD and continued to decrease during the remainder of the 34 weeks (Fig. 5D). Immunofluorescence of cleaved caspase-3 (a marker of autophagy^48^) appeared dispersed and relatively small in area in 8 week CD, becoming more scarce with time however larger in area. 8 week HFD treatment resembled the 34 week CD. HFD treatment lead to increasing cleaved caspase-3 activity during the 34 week period suggesting increased apoptosis with obesity (Fig. 5E).

**Figure 5:**
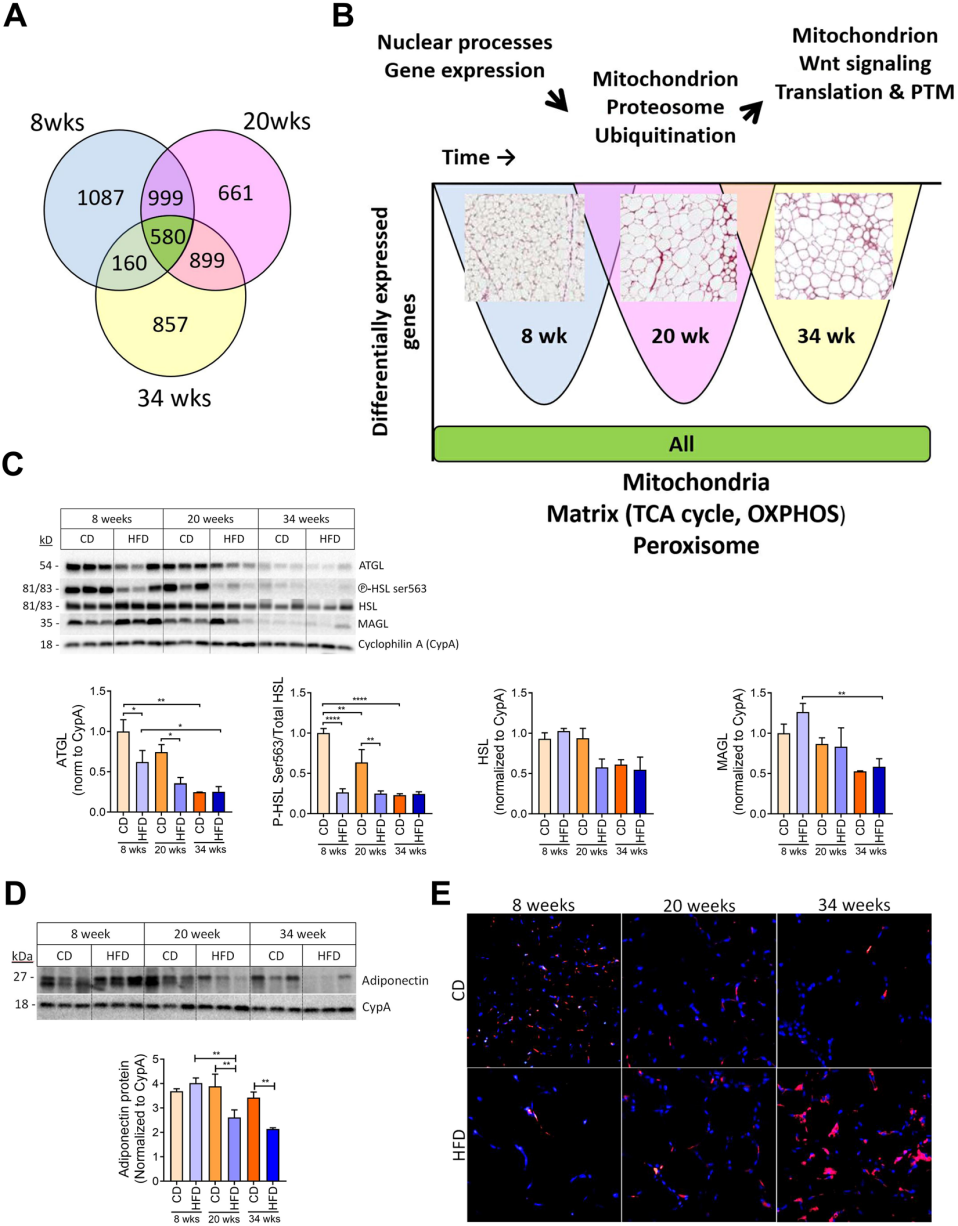
Adipocytes downregulate mitochondria associated genes and pathways in response to high fat diet. (**A**) Venn diagram of downregulated differentially expressed genes in adipocytes. (**B**) GO term analysis of downregulated pathways at each timepoint or across all timepoints. Representative picrosirius red staining images are overlaid for each timepoint. (**C**) Western blot analysis of total PGWAT lysates for lipolysis mediators. Data are normalized to housekeeping protein, cyclophilin A (CypA). (**D**) Western blot analysis of total PGWAT lysates for adiponectin. Data are normalized to housekeeping protein, cyclophilin A (CypA). (**E**) Immunofluorescent staining of paraffin-embedded PGWAT tissue sections from chow diet (CD) or high fat diet (HFD) fed mice after 8, 20 and 34 weeks for cleaved caspase-3 (red) and nuclei (blue). Representative image from 3–4 mice. Means ± SEM. Comparisons between groups and statistical analysis done with two-way ANOVA controlling for false discovery rate (FDR < 0.05) with Two-stage step-up method of Benjamini, Krieger and Yekutieli or unpaired t-tests with two-tailed p-values. *p < 0.05, **p < 0.01, ****p < 0.0001.

## Discussion

It is well documented that white adipose tissues particularly visceral depots undergo an extensive remodeling in response to high fat diet (HFD), which includes deposition of ECM and infiltration of proinflammatory immune cells. With time, HFD causes inflammation and fibrosis that results in dysfunctional adipose depots and disruption of metabolic homeostasis. Much is known about the contribution of the stromal cells (immune, vascular, fibroblasts etc) to the unhealthy remodeling, but little is known about the response or contribution of the adipocytes. In the present study, we performed a RNAseq analysis of isolated adipocytes to assess global pathway changes occurring in response to HFD. Our data reveal that adipocytes respond dramatically to the diet by enhancing expression of genes coding for ECM, focal adhesions and cytoskeleton, which is maintained throughout the entire 34 weeks of the diet. In fact, the transcriptional signature of the resultant pathological adipocytes resembles that expressed prior to their adipogenesis, i.e. more similar to fibroblastic-like cells. This is intriguing and somewhat controversial however there is precedence for adipocytes to revert to preadipocytes or fibroblast-like cells in other tissues undergoing remodeling in response to stress. Dermal adipocytes have the flexibility to transition to myofibroblasts^49^. In scleroderma, the skin undergoes extensive remodeling resulting in fibrosis of the tissue. Scleroderma myofibroblasts have been shown to originate from subdermal adipocytes^49^. The data further demonstrate that after 20 weeks of HFD, genes associated with Wnt signaling are significantly upregulated. Wnt signaling has been shown to be implicated in dermal fibrosis^50^. Furthermore, surgical-induced injury to subcutaneous fat pads in rats led to the dedifferentiation of mature adipocytes to cells with a fibroblast morphology^51^. Mammary adipocytes have been shown to dedifferentiate into PDGFRα + cells during lactation^52^. PDGFRα is an accepted marker of precursor cells^53^.

It is well accepted that adipose tissue becomes progressively fibrotic during diet-induced obesity due to the extensive deposition of ECM around adipocytes as well as blood vessels. In other organs, fibrosis is characterized by proliferation and differentiation of perivascular progenitors into myofibroblasts that reorganize and contract the ECM fibers providing mechanical stimulations within the tissues^54–57^. Recent studies suggest that similar mechanisms operate in adipose tissue and contribute to its unhealthy state^58–62^. Other studies have suggested that the adipocyte plays a central role in adipose fibrosis by expressing ECM genes in response to hypoxia^63,64^. Our data also support a role for the adipocyte but GO terms enrichment analysis of HFD upregulated genes suggests that pathways responsive to TGF-β are a principal regulator of adipocyte-specific production of ECM, focal adhesions and cytoskeleton. This does not exclude a role for hypoxia since its stimulation of collagen type VI and endotrophin could lead to release of TGF-β from immune cells^65,66^.

TGF-β regulates gene expression through several overlapping signaling/ transcription factor pathways including SMADs, JNK, ERKs and MRTFA/SRF. Our earlier studies have provided data implicating MRTFA as a factor contributing to diet-induced metabolic disruption of adipose tissue by regulating the fate of perivascular progenitors to favor fibrogenesis over adipogenesis^60,67^. The healthier phenotype of HFD fed MRTFA-deficient mice compared to controls could also be due to its absence in mature adipocytes thereby preventing conversion of healthy adipocytes to dysfunctional fibroblast-like cells. Similarly, absence of SMAD3 signaling protects mice from diet-induced obesity and insulin resistance in part by enhancing production of beige adipocytes in white adipose tissue^68^. SMAD3 might also have detrimental effects on obese adipocytes. Strategies to inhibit TGF-β signaling (SMADs and MRTFA) might limit the negative consequences of obesity by directly retaining the metabolic functions of adipocytes.

The dramatic acquisition of a more fibroblast-like program of gene expression will have a direct impact on the morphological integrity of the adipocyte. An important feature of a metabolically healthy adipocyte is its ability to expand and contract in response to lipid storage and release. The unique morphology of the fat cell facilitates these changes in volume due to formation of a cortical cytoskeleton surrounding the lipid droplet rather than an extensive network of filaments throughout the cytoplasm as in the case of fibroblastic cells. Such a filamentous network most likely forms in the obese adipocyte due not only to actin production but also expression of focal adhesions that anchor to ECM externally and cytoskeleton internally providing mechanical tension across the cell. A stiff ECM surrounding them but also an actin-cytoskeleton internally acting to constrain expansion of the adipocyte with accumulation of lipid. Early studies demonstrated the need to downregulate the cytoskeleton and ECM during adipogenesis in order to facilitate formation of a unilocular fat cell^69,70^.

Besides providing the adipocyte with its plasticity, the cortical cytoskeleton also contributes to the normal metabolic functions of the adipocyte such as glucose uptake^71^. It is also conceivable that adipocyte tubulins play a role in regulating mitochondrial activity^72,73^. Consequently, a dramatic rearrangement of actin and tubulin cytoskeleton could have a detrimental effect on normal adipocyte metabolic functions. In fact, our data show that in addition to upregulation of ECM and cytoskeletal genes, there is a corresponding down-regulation of other genes. Most notably, 580 genes were downregulated at all times and of these genes the top GO term was mitochondrion. Other programs down-regulated included those also playing central roles in normal healthy adipocyte functions including lipolysis and adiponectin production. Down-regulation of these programs could be related to changes in overall morphology but are more likely due to suppression of transcriptional factors and/or chromatin rearrangements by the same signaling pathways that upregulated ECM and cytoskeletal genes. As discussed earlier, MRTFA/MKL1 along with SRF respond to extracellular signals via the polymerization state of actin to enhance expression of the morphological genes^74–76^. These same factors however antagonize the activity of PPARγ^67,77–79^, which is a master regulator of genes controlling normal adipocyte functions including glucose uptake and mitochondrial activity. Therapies being developed for tissue fibrosis that target signaling pathways regulating TGFβ-associated transcription factors might be effective in preventing the decline in adipocyte-specific functions during obesity.

## Supplementary information

Supplementary Dataset 1.

# Supplementary material for: The Adipocyte Acquires a Fibroblast-Like Transcriptional Signature in Response to a High Fat Diet
**Source:** Sci Rep. 2020 Feb 11;10:2380. doi: 10.1038/s41598-020-59284-w
**Supplement:** Supplementary file 1 — Supplementary Dataset 1.

# **The Adipocyte Acquires a Fibroblast-Like Transcriptional Signature in Response to a High Fat Diet**

Jessica E.C Jones<sup>1,2</sup>, Nabil Rabhi<sup>1</sup>, Joseph Orofino<sup>1</sup>, Ramya Gamini<sup>2</sup>, Valentina Perissi<sup>1</sup>, Cecile Vernochet<sup>2</sup> and Stephen R. Farmer<sup>1\*</sup>

## **Supplemental Figures**

**A**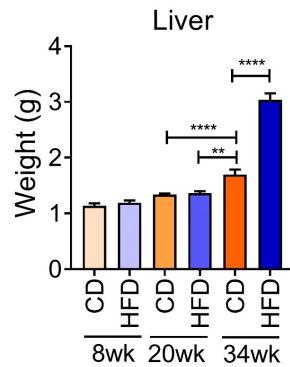**B**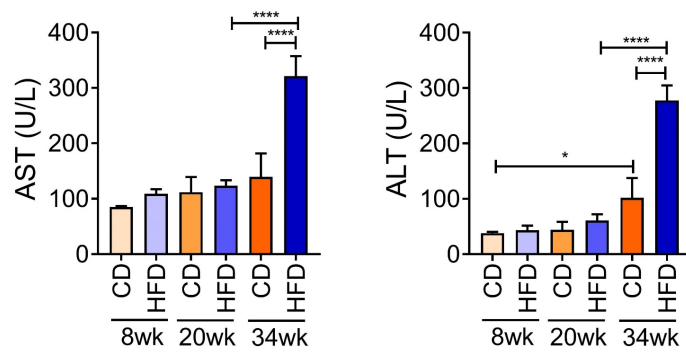**C**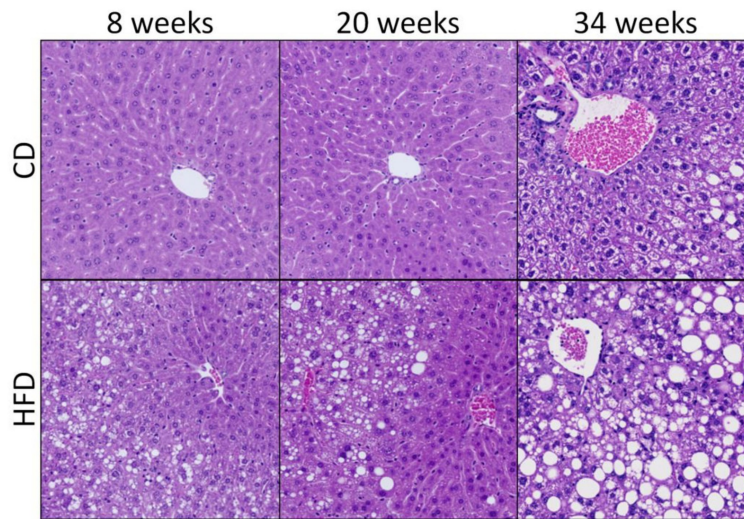

**Supplemental Figure 1: High fat diet leads to increased lipid accumulation and release of liver enzymes.**

A) Liver tissue weights of chow diet (CD) or high fat diet (HFD) fed mice over a course of 34 weeks. B) Circulating AST and ALT after a 6 hour fast and study completion. C) Hematoxylin and eosin staining (H&E) of cross-section of liver tissue from chow diet (CD) or high fat diet (HFD) fed mice after 8, 20 and 34 weeks. N=5-8 mice per group. Comparisons between groups and statistical analysis done with two-way ANOVA controlling for false discovery rate (FDR<0.05) with Two-stage step-up method of Benjamini, Krieger and Yekutieli or unpaired t-tests with two-tailed p-values. \*p<0.05, \*\*p<0.01, \*\*\*\*p<0.0001.

**A**

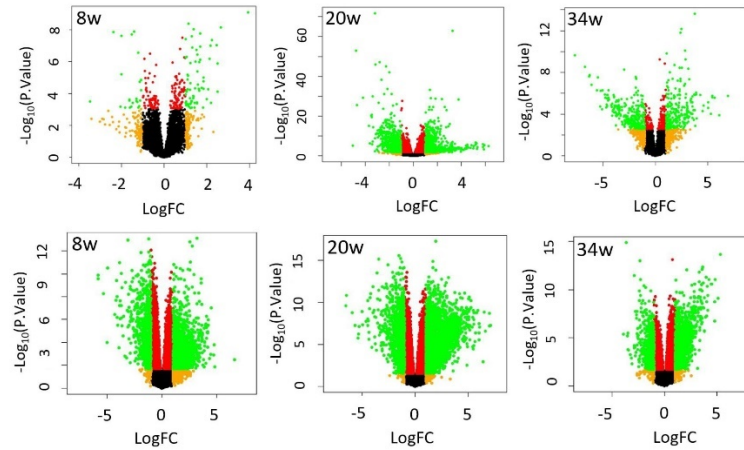

**B**

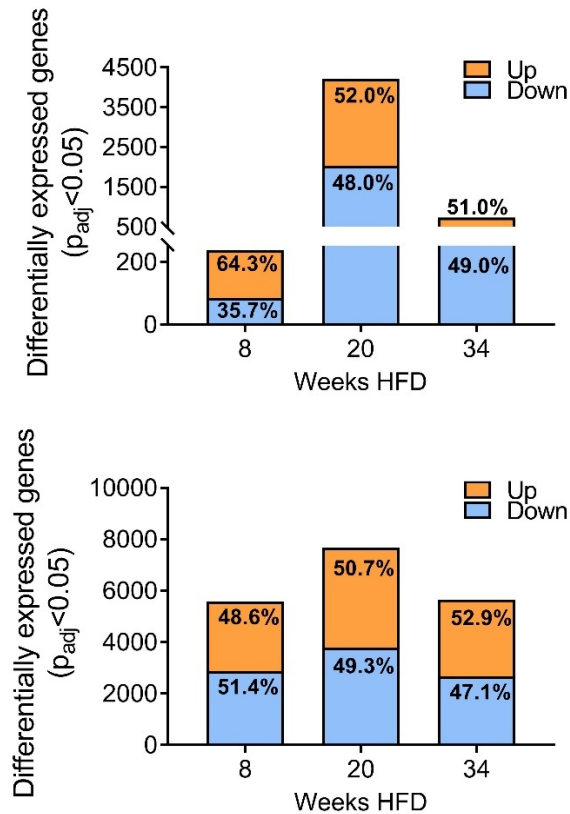

## Supplemental Figure 2: Differential gene expression analysis of fractionated PGWAT.

A) Volcano plots of differentially expressed genes in high fat diet compared to chow diet in SVF (top row) or isolated adipocytes (bottom row) from the perigonadal adipose depot after 8 weeks (8w), 20 weeks (20w) and 34 weeks (34w). Red = genes with adjusted  $p < 0.05$ , orange = genes with  $\log_{2}(FC) > 1$ , green = genes with adjusted  $p < 0.05$  and  $\log_{2}(FC) > 1$ , black = genes that did not fulfill any of these criteria. B) Differentially expressed genes and associated percentage of total genes for SVF (top) and adipocyte fraction (bottom) over the course of the study.

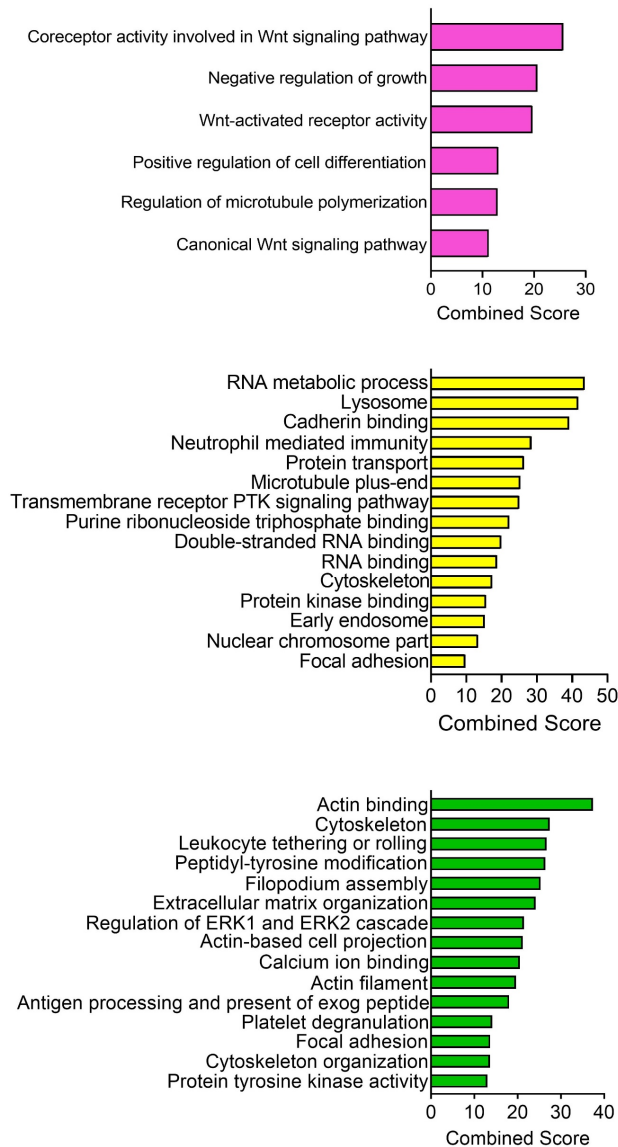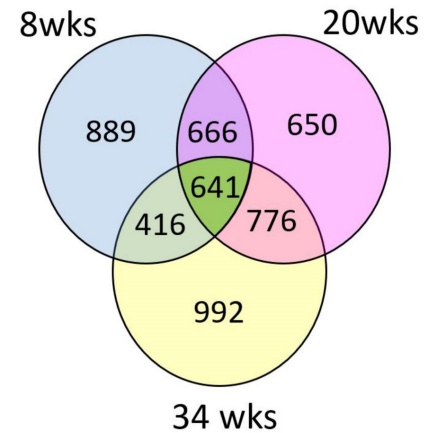

### Supplemental Figure 3: GO term pathway analysis of upregulated genes in isolated adipocytes.

Genes were deemed significant with  $\text{padj} < 0.05$ . GO term pathway analysis was done using EnrichR and Revigo softwares [32-34]. Combined scores were used to rank the GO terms and the top 15 or less are represented here.

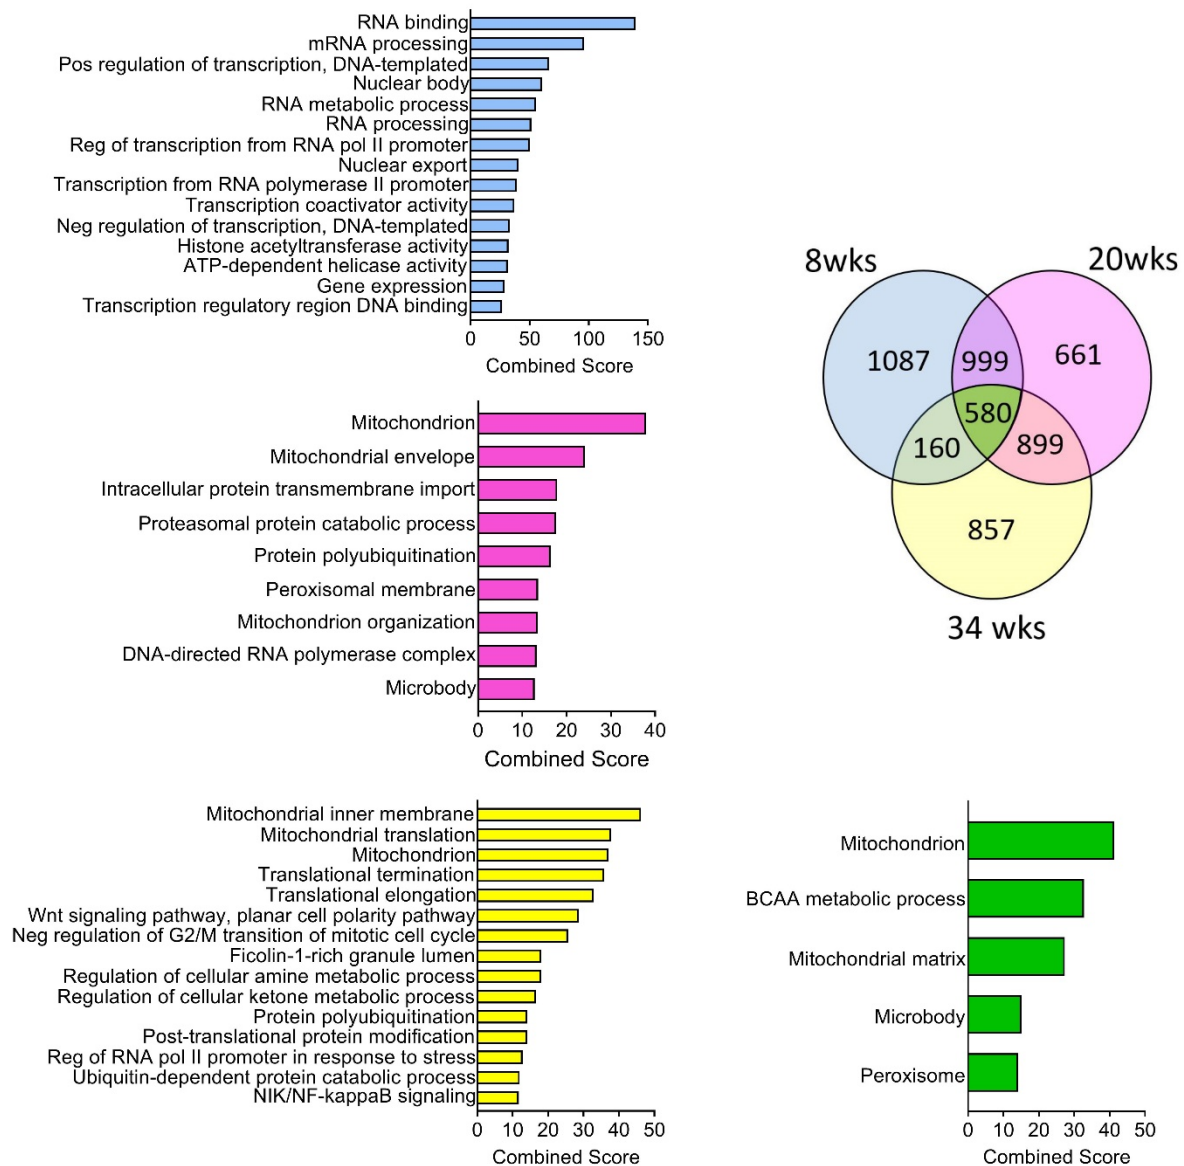

**Supplemental Figure 4: GO term pathway analysis of downregulated genes in isolated adipocytes.**

Genes were deemed significant with  $\text{padj} < 0.05$ . GO term pathway analysis was done using EnrichR and Revigo softwares [32-34]. Combined scores were used to rank the GO terms and the top 15 or less are represented here.

# HSL, ATGL (Figure 5C)

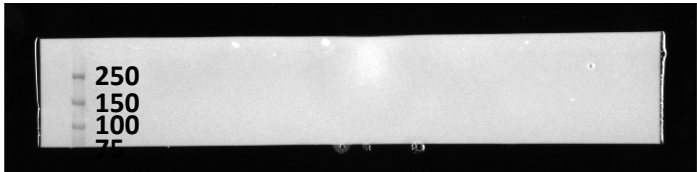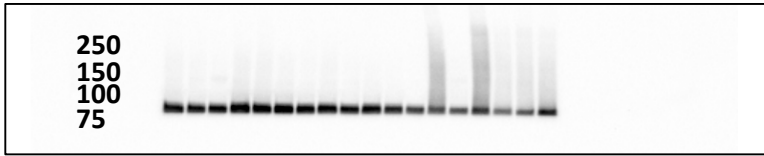

HSL (~81,83 kDa); top section of blot

ATGL (~54 kDa); middle section of blot

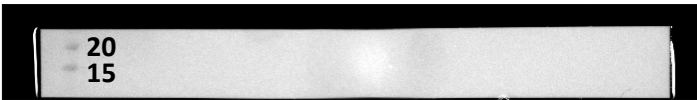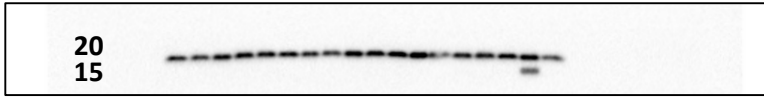

Cyclophilin A (~18 kDa); bottom section of blot)

Molecular weight ladder:  
Biorad Precision Plus Protein Dual Color Standards #1610374

Ⓟ-HSL ser563, MAGL (Figure 5C)

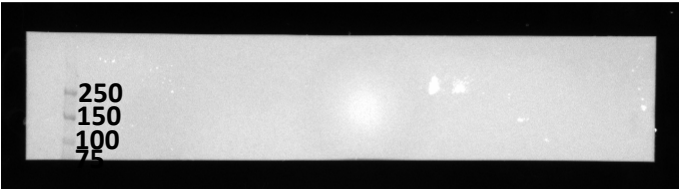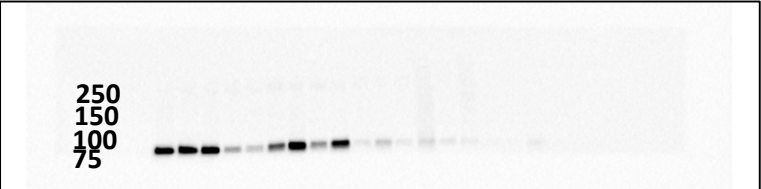

Ⓟ-HSLser563 (~81,83 kDa); top section of blot

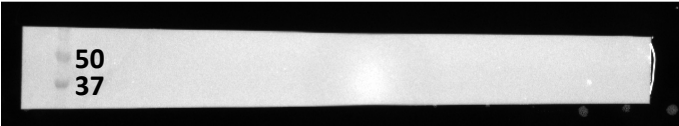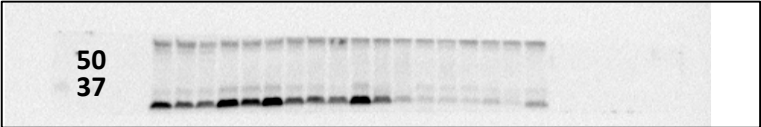

MAGL (~35 kDa); middle section of blot

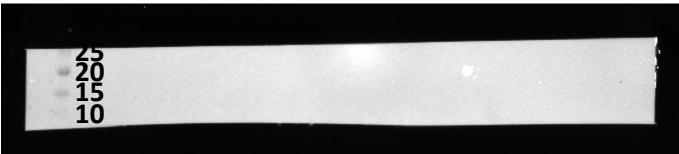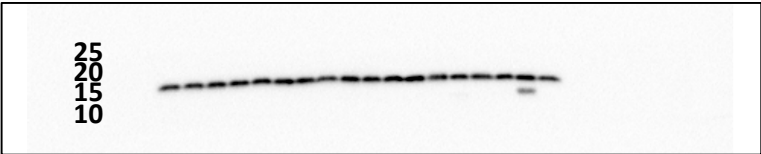

Cyclophilin A (~18 kDa); bottom section of blot

Molecular weight ladder:  
Biorad Precision Plus Protein Dual Color Standards #1610374

# Adiponectin (Figure 5D)

White light image of blot

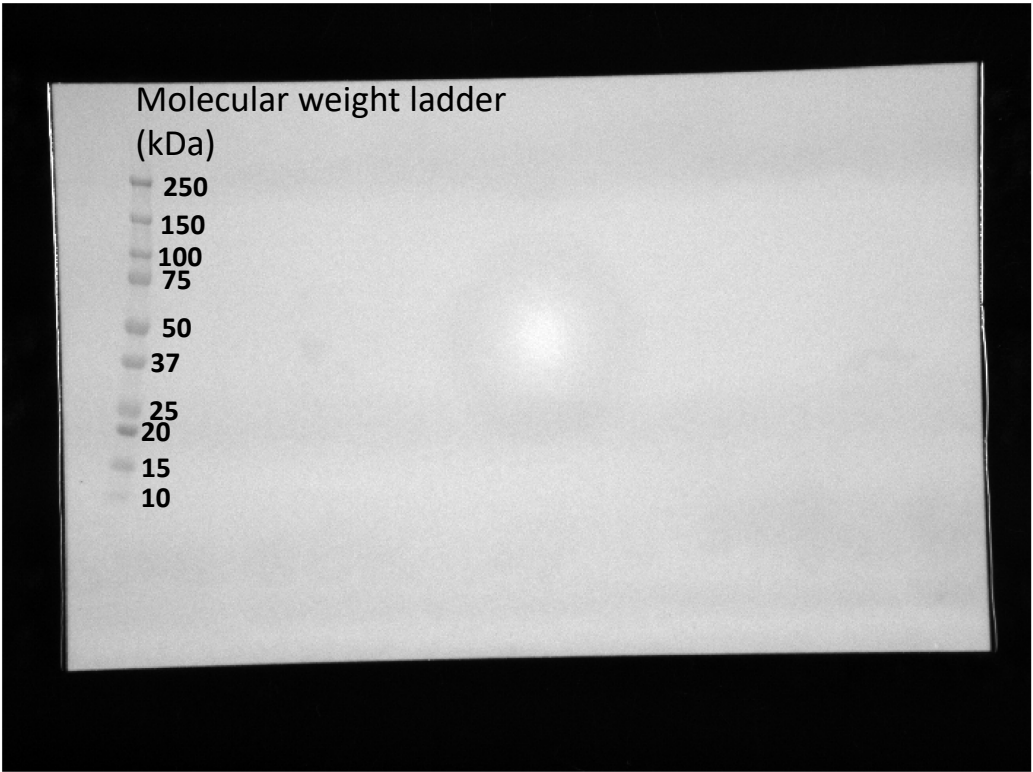

Chemiluminescent image of blot

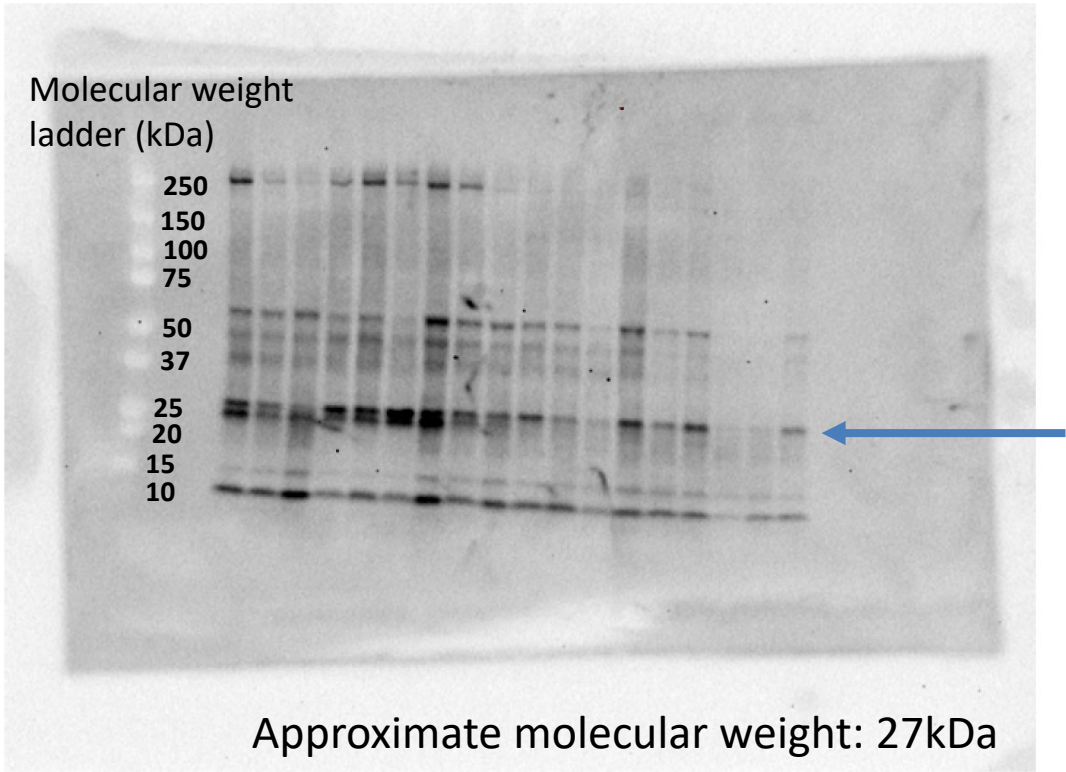

Molecular weight ladder:  
Biorad Precision Plus Protein Dual Color Standards #1610374

# Cyclophilin A (Figure 5D)

White light image of blot

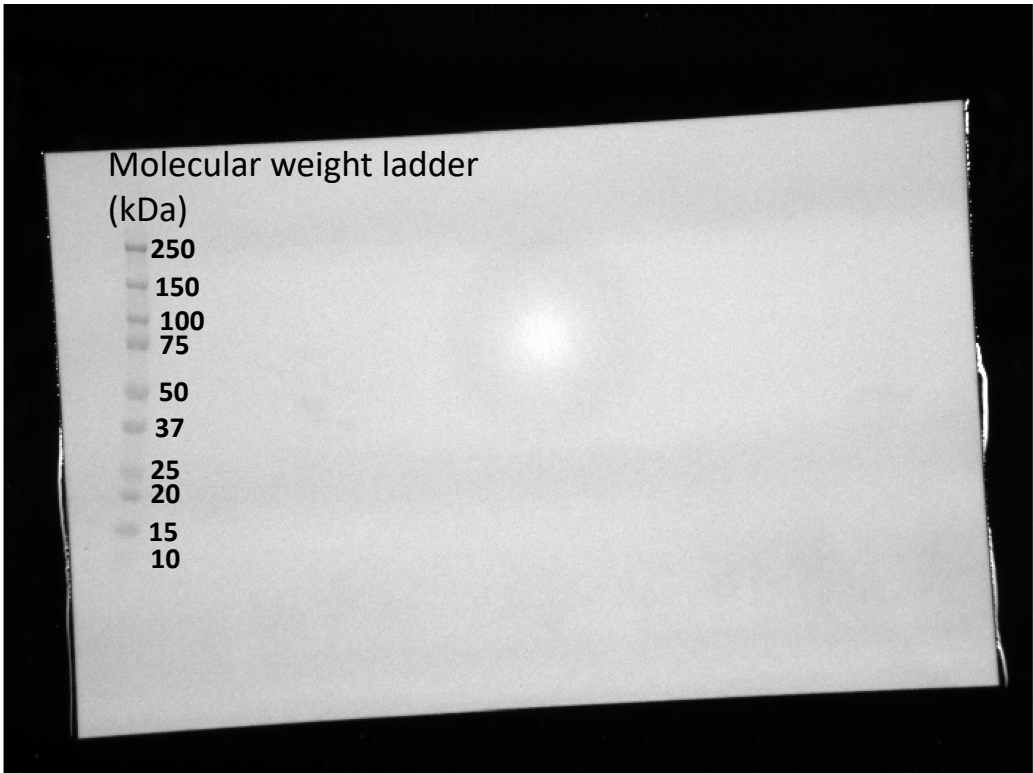

Molecular weight ladder:  
Biorad Precision Plus Protein Dual Color Standards #1610374

Chemiluminescent image of blot

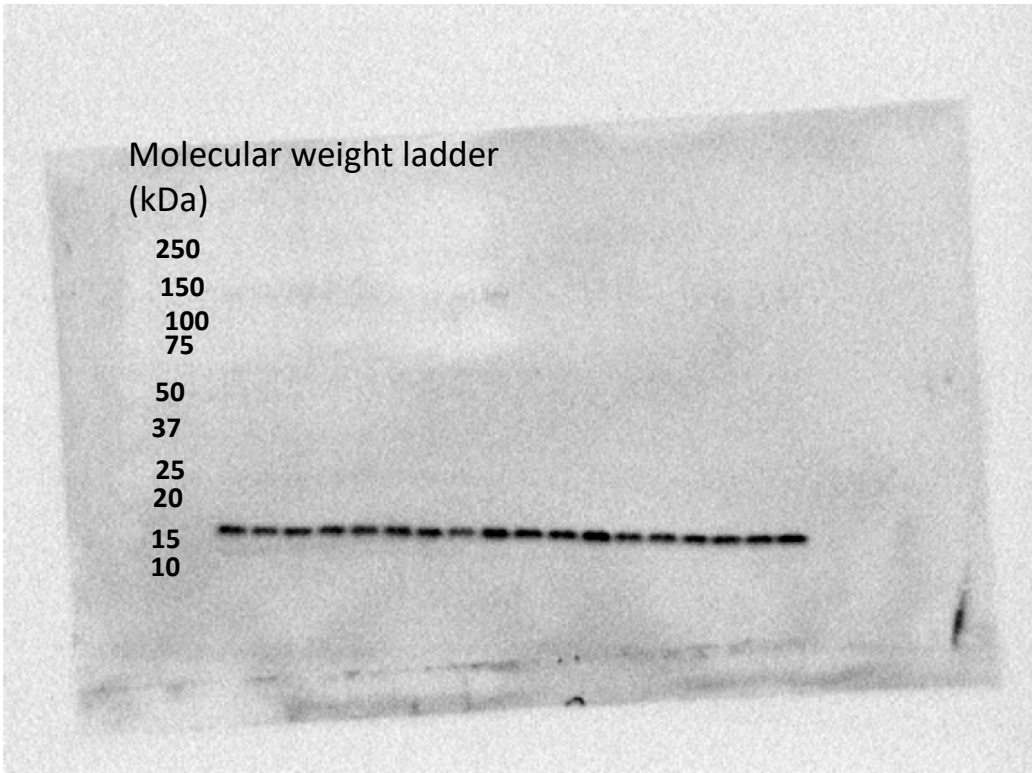

Approximate molecular weight: 18kDa

**Supplemental Figure 5: Original blots from which Figures 5C and 5D were constructed.**

How the deposited data were processed for this re-analysis (not part of the article)

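Adipocytes were isolated by the authors from the perigonadal white adipose tissue of male C57BL/6J mice fed a chow diet (CD) or a high fat diet (HFD), as the fraction that floats after collagenase digestion. RNA-seq libraries of 38 mice were analysed here, with 6 mice per diet at 8 and 20 weeks and 8 CD and 6 HFD mice at 34 weeks. The sample labels list 114 samples, which are 3 technical replicates of each mouse, and the values give 1 column per mouse in which the replicates had been merged. The SVF libraries, the qPCR and the protein measurements were not analysed here.

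According to the methods, the adipocyte reads were aligned to mm10 with STAR, counted with featureCounts on the union of exons of GENCODE vM2 and normalized with edgeR's TMM method, genes without an Entrez identifier were discarded, genes above a log2CPM of 2.0 were kept, and genes with a q under 0.05 were selected. The CPM values were made by the authors, who merged the technical replicates and scaled the reads to a fixed sum, and cover 29132 genes without a filter on low values, since 7966 genes had no read in any mouse. Each column sums to 1000000, which TMM-scaled CPM of these libraries would not do, so the values were read as CPM of the reads on the listed genes, although the plan had taken them for TMM-scaled CPM. All values are whole multiples of the value of 1 read of the mouse within a tolerance of 0.1 reads, and the whole reads recovered in this way were used for the tests that need counts. 26 symbols appeared as dates, so genes were identified by Entrez identifier, and 27250 of them (93.5%) were matched to a RefSeq position on GRCm38.

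The reads on genes ranged from 9275711 to 15480388 per mouse, with a median of 12522298. By group the ranges were 10562845 to 12611013 (8 week CD), 13201234 to 15480388 (8 week HFD), 13091365 to 14292115 (20 week CD), 13159018 to 14961360 (20 week HFD), 9275711 to 12433584 (34 week CD) and 10714545 to 12271651 (34 week HFD). A single read equals 0.0646 to 0.108 CPM, which sets the precision for low genes. Reads without molecular identifiers are not independent molecules, and the precision so given covers counting error only. No 2 of the 103 pairs of mice within a group were as close as technical replicates would be, with a chi-square of at least 9.99 per degree of freedom over genes with at least 10 reads. The SD between mice, as a mean over the genes tested of log2(CPM + 1), was 0.308, 0.349 and 0.494 in CD and 0.329, 0.236 and 0.384 in HFD mice at 8, 20 and 34 weeks.

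The samples, the tests, the rule for naming genes, the gene sets, the marker lists and most of the alternatives were fixed before the data were examined. Values were transformed to log2(CPM + 1), and the 10343 genes with a mean above 2.0 over all mice were tested with limma 3.58.1 in R 4.3.3. The 6 groups were fitted together with the mean-variance trend of limma's empirical Bayes step, which left 32 residual degrees of freedom, and each comparison was two-sided with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The comparisons were HFD against CD at each time, 20 and 34 weeks against 8 weeks in CD mice, and the 3 differences between times in the diet difference (interaction terms). Genes called at 1 time or at all 3 were counted as in Figs. 4A and 5A, without the removal of genes that changed in the SVF. No pairing of mice is known, and the mouse numbers were used as a block in an alternative only.

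The genes named are those the paper names in its figures and text, the 5 higher and the 5 lower genes at all 3 times with the largest change at their weakest time among genes without overlap of the diets at any time, and the 2 largest rises and 2 largest falls at each time among called genes without overlap. Predicted genes were passed over. Some of these genes and 1 pathway are not reported here, and counts over all named genes in the comparison of settings include them. Genes of sets and lists are named where these are given.

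The GO analysis was replaced by 16 sets of at least 5 genes defined by symbol, tested with limma's camera (preset correlation 0.01, adjusted over 48 tests of sets and times), and by over-representation in the mouse Reactome pathways of fgsea 1.28.0 with 10 to 500 background genes. The background was 3987 genes tested that belong to any pathway, and the one-sided Fisher's exact test was adjusted over 787 pathways in each list of genes. Principal components were computed from the centred log2(CPM + 1) of the 8010 genes called at any time, and the clustering used average linkage on Euclidean distances of the same genes. The correlation of the age and diet differences was taken across genes and set against 100 simulations of groups without differences.

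Carry-over of other cells was examined with marker lists for macrophages, lipid-associated macrophages, T cells, B cells, endothelial cells, progenitors and fibroblasts, mural cells, mesothelial cells, epididymis, testis, erythroid cells and adipocytes. The mean log2(CPM + 1) of each list in each mouse was compared between the diets with a two-sided exact permutation test, adjusted over 36 tests. Single mice that stand apart from their group were looked for with Dixon's ratio at the 5% level.

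The alternatives were pseudocounts of 0.25 and 4, no filter on low values, a filter of more than 4 CPM in at least 6 mice, a separate fit of each pair of groups, the mouse number as a block, median-of-ratios size factors, edgeR 4.0.16 with its quasi-likelihood test, DESeq2 1.42.0, limma's array weights, each mouse left out in turn, a further requirement of a 2-fold change, fry and camera with an estimated correlation, other genes, scalings, distances and linkages for the principal components and clusters, the median in place of the mean of a marker list, and Reactome pathways of up to 200 genes. Technical replicate 1 alone could not be analysed, since each mouse has 1 merged value. Alternatives added after the values had been seen were TMM factors from the whole reads, reads thinned to the 9275711 reads of the shallowest mouse, the removal of the medians of 20 GC and length bins, the macrophage list as a covariate, the exact permutation test of set means relative to all genes, and a permutation test of the differences in set means between times. Other groupings of the mice were drawn at random to give 100 in all, the real one included.

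The tests were also run on simulated reads of the same 38 mice, with the dispersions of the real genes and 200 genes changed 2- or 4-fold in 1 comparison. There limma's share of false calls was 3.76%, 5.70% and 7.33% in 3 simulated comparisons, and edgeR's 5.73%, 4.71% and 6.84%. For DESeq2 it was 10.5%, 8.29% and 11.3%. The criterion of under 10% was first set for all 3 tools and was limited to limma, the main test, after DESeq2 had exceeded it. The simulation draws genes independently and so does not test camera under correlated genes.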

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

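Tests chosen only after the result was seen are those of principal component 1 against the macrophage list, of the RNA processing genes against GC content, of testis transcripts in 1 mouse, of the collagens and of the genes changed in CD mice with the macrophage covariate, of 2 time points collected apart, of cell type lists against each other, of the single set means by exact permutation and of the set means between times, and the fits with thinned reads, GC bins removed or a macrophage covariate.

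Single mice stood apart from their group (Dixon's ratio past the 5% level) in 19 of 90 group measures per mouse (21.1%) and in 22 of 366 groups of a named gene (6.01%), together 41 of 456 (8.99%), where chance gives about 5%. In CD mouse 1 of 20 weeks the lists and genes of macrophages were high and the adipocyte list low: the lipid-associated macrophage list (0.646), Itgax (0.642), Itga9 (0.653), H2-DMb1 (0.695) and Arhgap25 (0.705) were highest and the adipocyte list (0.729) lowest. In CD mouse 5 of 34 weeks, Mmp2 (0.662), Pdgfra (0.602), Itga9 (0.567), Eln (0.531) and the B cell list (0.553) were highest and Mgll (0.629) lowest. In HFD mouse 4 of 20 weeks the progenitor and fibroblast list (0.829), Acta2 (0.729), Itga4 (0.725), Pdgfra (0.655) and Tgfb2 (0.807) were lowest. HFD mouse 5 of 8 weeks was lowest on principal component 2 (0.735) and highest in the mesothelial list (0.706), the erythroid list (0.784) and Smad3 (0.739). A different share of other cells in the floating fraction may explain the first of these mice, since the position of the mice on principal component 1 followed the macrophage list within groups (Pearson correlation of the deviations from the group means 0.91). A wrong label was not tested for these mice, and no biological explanation was tested.

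The other mice apart from their group were CD mouse 2 of 34 weeks in total reads (0.616, lowest) and in the endothelial list (0.537), CD mouse 4 of 8 weeks in the progenitor and fibroblast list (0.893) and Mmp2 (0.677), CD mouse 3 of 20 weeks in the mural list (0.651) and Lep (0.75), CD mouse 6 of 8 weeks in Itgav (0.676), Timp1 (0.644) and Mgll (0.646), CD mouse 3 of 8 weeks in Tgfb1 (0.634), HFD mouse 2 of 8 weeks in Itga3 (0.718) and HFD mouse 4 of 34 weeks in Col1a2 (0.700). Lists near 0 also gave such mice: epididymis in HFD mouse 5 of 20 weeks (0.714), CD mouse 6 of 34 weeks (0.546) and HFD mouse 4 of 34 weeks (0.729), and testis in CD mouse 5 of 8 weeks (0.918), HFD mouse 4 of 8 weeks (0.711), CD mouse 2 of 20 weeks (0.965), HFD mouse 5 of 20 weeks (0.706) and CD mouse 4 of 34 weeks (0.712). Total reads do not carry the diet differences, since thinning every mouse to the shallowest left 4466 DEGs at 8 weeks. No biological explanation was tested for these mice.

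Transcripts of testis, which the paper does not discuss, appeared in single mice. CD mouse 5 of 8 weeks held the highest value of all 5 transcripts in the list, with Prm2 at 17.9, Prm1 at 10.4, Tnp2 at 7.74, Tnp1 at 6.88 and Odf1 at 3.36 CPM. Testis tissue taken along at dissection cannot be told apart from other sources, since the 5 of 5 transcripts highest in that mouse are the observation itself and no other test was made. The testis list did not differ between the diets (differences of -0.48, 0.15 and 0.16 at 8, 20 and 34 weeks, adjusted p = 0.682, 0.604 and 0.0921 by the exact permutation test).

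The diet difference itself differed between times in 464 genes for 20 against 8 weeks, 2982 for 34 against 8 weeks and 1089 for 34 against 20 weeks (limma, interaction terms). Chance can be excluded for each in fits of the groups compared alone, since only 1 of 100 splits of the mice, the real one, gave as many: 2698 against at most 932 in the other splits, 2282 against 203 and 723 against 2. The first number moved by more than 1.5 times without CD mice 1 (287), 3 (280) and 6 (239) or HFD mice 1 (250), 4 (255) and 6 (210) of 8 weeks, CD mice 1 (1310), 3 (195), 4 (273), 5 (260) and 6 (240) or HFD mice 1 (271), 2 (251), 3 (277), 5 (218) and 6 (285) of 20 weeks, and CD mouse 5 of 34 weeks (984). The third was 710 without CD mouse 4 of 20 weeks. Age and the length of the diet, which the design changes together, stay open as biological explanations, and batches of collection by time were not tested.

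Set means relative to all genes were compared between times by a permutation test that also shuffled times within each diet. Its p-values therefore do not test the interaction alone. By this test, the diet difference at 20 weeks minus that at 8 weeks was -0.51 for the respiratory subunits, -0.37 for mitochondrial ribosomal proteins, -0.44 for the TCA cycle, -0.19 for the proteasome and -0.59 for adipocyte lipolysis genes (adjusted p = 0.009, 0.0194, 0.0369, 0.0404 and 0.0484). At 34 minus 8 weeks it was -1.14 for collagens, -0.60 for the Wnt set and 0.35 for RNA processing (adjusted p = 0.00931, 0.0204 and 0.00352). At 34 minus 20 weeks it was -1.43 for collagens, -0.81 for ECM glycoproteins, -0.62 for the Wnt set and 0.28 for RNA processing (adjusted p = 0.00352, 0.0307, 0.0369 and 0.00352). GC content and gene length are argued against as the cause of the diet differences, since 4824, 6215 and 4685 DEGs at 8, 20 and 34 weeks were called with their bins removed, and the RNA processing set stayed called at 8 weeks with them removed (camera, adjusted p = 4.9e-08). For the number of sets called by camera, chance cannot be excluded: 7 of 100 splits with shuffled diets gave at least the 30 calls of the real one, and the others gave a median of 23 and at most 35. The exact permutation test of the single set means, which shuffles the same diets, called 40 of 48.

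The progenitor and fibroblast list rose at each time, and the diet difference of the collagens minus that of the list was 0.26, -0.42 and -0.95 at 8, 20 and 34 weeks (exact permutation p = 0.175, 0.0108 and 0.017). RNA of progenitor fibroblasts from the stromal fraction is therefore a candidate explanation of the rise, which the data leave open, as they leave open a change in adipocytes. Macrophage RNA as the whole cause is argued against at 8 and 20 weeks, since with the macrophage covariate the collagens were still called (larger adjusted p = 0.000289). Dcn, Lum and Mfap5 of that list are also in the ECM glycoprotein set, and Pdgfra is a gene of the paper.

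Genes of the paper or of the naming rule whose diet difference differed between times were, for 20 minus 8 weeks, Agt (-1.71), Itgav (1.44), Mmp11 (1.74), Mmp2 (2.55) and Tgfbr1 (1.73). For 34 minus 8 weeks they were Adrb3 (-2.10), Agt (-1.83), Col6a1 (-3.11), Col6a2 (-2.99), Col1a1 (-2.42), Cyp2f2 (4.02), Itga3 (-1.003), Mmp11 (1.47), Mrc2 (-2.70), Pparg (-0.55), Sparc (-1.09), Tgfbr1 (1.86), Tgfbr2 (0.81), Tlr4 (1.14), Mgll (-0.63) and Pcolce2 (-3.44). For 34 minus 20 weeks they were Col6a1 (-2.74), Col6a2 (-2.64), Col1a1 (-3.52), Col1a2 (-1.54), Cyp2f2 (4.53), Itga3 (-0.80), Lep (-2.33), Mmp9 (1.53), Mrc2 (-3.13), Acsm3 (3.66), Sparc (-1.13), Tgfb3 (-0.99), Tlr4 (0.73), Pcolce2 (-2.64) and Gpnmb (-4.33). Of these 5, 16 and 15 genes, 5, 15 and 15 were also called with median-of-ratios size factors, 5, 16 and 14 with the macrophage covariate, and 2, 11 and 8 with every mouse left out in turn. Adjusted p without the mouse is given in brackets where leaving out 1 mouse lost the call. At 20 minus 8 weeks, the call for Agt was lost without any 1 of CD mice 1 (0.0563) and 6 (0.0635) of 8 weeks; HFD mice 1 (0.0712), 2 (0.0624) and 5 (0.0583) of 8 weeks; CD mice 3 (0.0704), 4 (0.0585), 5 (0.0549) and 6 (0.0544) of 20 weeks; HFD mice 1 (0.0710), 2 (0.0533), 3 (0.0630), 5 (0.0587) and 6 (0.0509) of 20 weeks. At 20 minus 8 weeks, the call for Mmp2 was lost without any 1 of CD mice 1 (0.0599), 2 (0.0574), 3 (0.0609), 4 (0.0651), 5 (0.0612) and 6 (0.0611) of 8 weeks; HFD mice 1 (0.0797), 2 (0.0753), 4 (0.0508) and 6 (0.0657) of 8 weeks; CD mice 2 (0.0703), 3 (0.0965), 4 (0.0641), 5 (0.0687) and 6 (0.0630) of 20 weeks; HFD mice 1 (0.0710), 2 (0.0625), 3 (0.0758), 5 (0.0741) and 6 (0.0638) of 20 weeks; CD mouse 1 (0.0505) of 34 weeks; HFD mouse 5 (0.0518) of 34 weeks. At 34 minus 8 weeks, the call for Pparg was lost without any 1 of CD mice 1 (0.0614), 2 (0.0913), 5 (0.0654) and 6 (0.0739) of 8 weeks; HFD mice 1 (0.0503), 2 (0.0566), 3 (0.0675), 4 (0.0804), 5 (0.0524) and 6 (0.0673) of 8 weeks; CD mice 3 (0.0517), 4 (0.0540) and 5 (0.0518) of 20 weeks; HFD mice 1 (0.0535), 2 (0.0543), 3 (0.0536), 4 (0.0512), 5 (0.0530) and 6 (0.0545) of 20 weeks; CD mice 3 (0.0547), 4 (0.0788), 6 (0.0790) and 8 (0.0650) of 34 weeks; HFD mice 2 (0.0728), 3 (0.0849), 4 (0.0829) and 5 (0.0843) of 34 weeks. At 34 minus 8 weeks, the call for Mgll was lost without any 1 of CD mice 2 (0.0525), 5 (0.0544) and 6 (0.0760) of 8 weeks; HFD mice 1 (0.0514), 3 (0.0680), 4 (0.0718) and 6 (0.0603) of 8 weeks; CD mice 1 (0.0575), 3 (0.0618), 6 (0.0585), 7 (0.0570) and 8 (0.0507) of 34 weeks; HFD mice 2 (0.0692), 3 (0.102) and 4 (0.0837) of 34 weeks. At 34 minus 8 weeks, the call for Mrc2 was lost without any 1 of CD mice 1 (0.0576) and 6 (0.0544) of 8 weeks; HFD mice 3 (0.0684), 4 (0.0687) and 6 (0.0543) of 8 weeks; CD mice 1 (0.0556), 2 (0.0514), 3 (0.0560) and 7 (0.0538) of 34 weeks; HFD mice 3 (0.0554), 4 (0.0580) and 5 (0.0555) of 34 weeks. At 34 minus 8 weeks, the call for Tgfbr2 was lost without any 1 of CD mice 1 (0.0522), 2 (0.0634), 5 (0.0502) and 6 (0.0630) of 8 weeks; HFD mice 1 (0.0632), 2 (0.0506) and 4 (0.0550) of 8 weeks; CD mice 3 (0.0666), 4 (0.0614) and 6 (0.0636) of 34 weeks; HFD mice 2 (0.0845) and 3 (0.0881) of 34 weeks. At 34 minus 20 weeks, the call for Mrc2 was lost without any 1 of CD mice 3 (0.0624), 4 (0.0655) and 5 (0.0538) of 20 weeks; HFD mice 1 (0.0608), 3 (0.0588) and 6 (0.0563) of 20 weeks; CD mice 1 (0.0546), 2 (0.0514), 3 (0.0532) and 7 (0.0513) of 34 weeks; HFD mice 3 (0.0524), 4 (0.0542) and 5 (0.0555) of 34 weeks. At 34 minus 20 weeks, the call for Sparc was lost without any 1 of CD mice 3 (0.0888), 4 (0.0561) and 5 (0.0643) of 20 weeks; HFD mice 1 (0.0701), 2 (0.0528), 3 (0.0673) and 6 (0.0779) of 20 weeks; CD mice 1 (0.0654), 2 (0.0510), 3 (0.0614) and 7 (0.0603) of 34 weeks; HFD mice 2 (0.0628), 3 (0.0740), 4 (0.0671) and 5 (0.0522) of 34 weeks. At 34 minus 20 weeks, the call for Itga3 was lost without any 1 of CD mice 3 (0.0814), 4 (0.0702) and 5 (0.0886) of 20 weeks; HFD mice 1 (0.0741), 2 (0.0692), 3 (0.0510) and 6 (0.0835) of 20 weeks; CD mice 1 (0.0654), 2 (0.0648), 3 (0.0653), 7 (0.0655) and 8 (0.0559) of 34 weeks; HFD mice 3 (0.0589), 4 (0.0573), 5 (0.0760) and 6 (0.0544) of 34 weeks. At 34 minus 20 weeks, the call for Lep was lost without any 1 of CD mouse 3 (0.0599) of 20 weeks; HFD mice 1 (0.0525), 3 (0.0536) and 6 (0.0586) of 20 weeks; HFD mice 3 (0.0502) and 4 (0.0527) of 34 weeks. At 34 minus 20 weeks, the call for Tgfb3 was lost without any 1 of CD mice 3 (0.0679), 4 (0.0501) and 5 (0.0536) of 20 weeks; HFD mouse 6 (0.0570) of 20 weeks; HFD mice 2 (0.0521) and 5 (0.0558) of 34 weeks. Further, Sparc lost its call at 34 minus 8 weeks without HFD mouse 3 of 34 weeks (adjusted p = 0.0506), Itgav without CD mouse 3 (0.0566) or HFD mouse 5 (0.0508) of 20 weeks, Col1a2 without CD mouse 3 (0.0636) or 4 (0.0526) of 20 weeks and Tlr4 at 34 minus 20 weeks without HFD mouse 1 of 20 weeks (0.0516) or HFD mouse 5 of 34 weeks (0.0545).

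Some genes the paper does not discuss had no overlap between the diets. Higher at all times were Itgad, Arhgap25, Mamdc2 and H2-DMb1, with smallest log2 fold changes of 2.68, 2.48, 1.98 and 1.78, and lower at all times were Cfd (-2.70), Cyp2e1 (-2.52), Gpx3 (-2.04), Prtn3 (-1.83) and Dennd2d (-1.77). At single times they were Pcolce2 (4.15) and Mrc2 (4.01) at 8 weeks, Gpnmb (6.66) at 20 weeks, Cyp2f2 (-4.87 at 8 and -5.38 at 20 weeks), Acsm3 (-5.18) at 20 weeks, and Agt (-3.47) and Adrb3 (-2.77) at 34 weeks. Gpnmb is in the lipid-associated macrophage list and Cfd in the adipocyte list. Macrophages carried over into the fraction may account for part of the rises, since the macrophage list rose by 1.47, 2.15 and 1.36.

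In CD mice 370 genes changed from 8 to 20 weeks and 6696 from 8 to 34 weeks. In fits of the 2 groups alone chance can be excluded, since only 1 of 100 splits, the real one, gave 522 and 6018 genes, against at most 59 and 3861 in the others. Age and the collection of time points apart cannot be told apart for the change to 34 weeks, since each time is its own age, and the 370 genes at 20 weeks only show that collection apart does not always change many genes. From 8 to 34 weeks the macrophage list rose in CD mice by 2.13 and the lipid-associated macrophage list by 3.64 (exact permutation, adjusted p = 0.0360 and 0.0160), and the adipocyte list fell by 0.44 (0.0693). Macrophages carried over are argued against as the whole cause, since 5291 genes were still called with the macrophage covariate, and stay open for part of it. Depth is argued against as the cause of the rise of respiratory subunits in CD mice from 8 to 34 weeks, which was 0.53 both before and after thinning.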

How the results depend on the processing

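Settings added after the values were seen are the TMM factors, the thinned reads, the GC bins removed, the macrophage covariate and the exact permutation of set means. Technical replicate 1 alone was not run, since each mouse has 1 merged value. Unless a reason is given, the cause was not tested.

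The counts of DEGs stayed within 1.5 times the reported ones except for 7032 at 8 weeks with array weights, 2559 and 1229 at 20 and 34 weeks with the macrophage covariate, 2457 at 34 weeks with a separate fit, and 1191, 1863 and 1019 at 8, 20 and 34 weeks where a 2-fold change was required as well, which can only remove genes. With each mouse left out they ranged from 3750 to 4848, from 5374 to 6016 and from 3481 to 5131. With the mouse number as a block they were 4574, 5905 and 4520.

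With the macrophage covariate, 79 genes were higher and 54 lower at all times, 1170 higher and 949 lower at 8 weeks only, 221 lower at 20 weeks only and 285 lower at 34 weeks only. A separate fit gave 1056 higher and 778 lower genes at 20 weeks only and 166 higher and 183 lower at 34 weeks only, and no filter gave 1286 higher and 656 lower at 20 weeks only. Array weights gave 313 higher at 34 weeks only, 612 lower at all times and 584 lower at 20 weeks only. Genes lower at all times numbered 613 with median-of-ratios size factors, 618 with edgeR, 666 with DESeq2 and 637 with TMM factors, and edgeR and TMM factors gave 644 and 615 lower at 20 weeks only. With each mouse left out, the genes higher at all times ranged from 973 to 1443, and those higher at 8, 20 or 34 weeks only from 563 to 847, 439 to 847 and 359 to 670. The genes lower at all times then ranged from 284 to 424, and those at 8, 20 or 34 weeks only from 402 to 637, 292 to 509 and 384 to 845. HFD mouse 3 of 34 weeks gave the low ends of 359 and 384.

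Genes changed in CD mice from 8 to 20 weeks numbered 590 with DESeq2, 1543 with array weights and 827 with the macrophage covariate, and 217 to 483 with each mouse left out (219 without CD mouse 3 of 8 weeks, 228 and 217 without CD mice 3 and 4 of 20 weeks). Those changed from 8 to 34 weeks numbered 6360 to 6761 with each mouse left out, and 5291 with the macrophage covariate to 8141 without a filter over the other settings. Diet differences that differed between 20 and 8 weeks numbered 851 with DESeq2 and 4263 with array weights, and those between 34 and 20 weeks 3407 with array weights. With each mouse left out the 3 comparisons of times ranged from 195 to 1310, from 2386 to 3629 and from 710 to 1575.

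Calls of the tested genes that the paper names numbered 79 over the 3 times, or 48 with the macrophage covariate and 74 to 83 with each mouse left out. Of 180 comparisons of all genes named, those picked here included, 132 kept direction and call with the macrophage covariate, 155 with array weights, 162 with edgeR, 165 with DESeq2, 167 with a separate fit, 173 without a filter and 174 to 179 with the pseudocounts, the other filter, the block, median-of-ratios, TMM, thinned or GC settings. Only the macrophage covariate reversed genes, with log2 fold changes of -0.015 for Itga9 and -0.30 for Itgam at 8 weeks, -0.29 for Fn1, 0.036 for Lipe and -0.15 for Tgfbr2 at 20 weeks, and -1.16 for Col1a1 at 34 weeks.

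The 30 calls of gene sets became 0 when camera estimated the correlation between genes, with 3 of 48 unadjusted p under 0.05. They numbered 29 to 31 with each mouse left out, fry made 34 calls and the exact permutation test 40. Of 48 set tests, 36 kept direction and call with the macrophage covariate, 36 with the exact permutation, 38 with fry, 42 without a filter, 43 with array weights and 45 to 48 with the pseudocounts, the other filter, separate fit, block, size factor, edgeR, DESeq2, thinned or GC settings. Relative to the mean of all genes tested, directions reversed for the proteasome at 8 weeks (from a log2 difference of -0.030 to 0.032 without a filter, 0.022 with array weights and 0.099 with the macrophage covariate), RNA processing at 34 weeks (from -0.018 to 0.033 without a filter and 0.026 with array weights) and, with the macrophage covariate at 8 weeks, the respiratory subunits (0.23), mitochondrial ribosomal proteins (0.19) and TCA cycle (0.19).

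The Reactome pathways called numbered 91, or 147 with the mouse number as a block, 172 with array weights and 14 with the macrophage covariate, and 58 to 159 with each mouse left out (58 without HFD mouse 3 of 8 weeks, 156 and 159 without CD mice 1 and 7 of 34 weeks). Principal component 1 held 58.9% with all genes and 42.9% with scaled genes, and 62.5% to 64.9% with each mouse left out. The 34 week CD mice nearest an HFD mean numbered 7 to 8. The CD mice clustered with HFD mice numbered 5 to 9 with each mouse left out and 4 with 1 minus Pearson correlation as distance. The correlation of the age and diet differences was 0.42 with the macrophage covariate, 0.41 with the diet difference at 34 weeks and 0.83 with that at 8 weeks, and 0.65 to 0.74 with each mouse left out. The differences at 34 and 8 weeks share CD mice with the age difference, and simulated groups without any difference gave mean correlations of -0.41 and 0.53 (0 and 5 of 100 reached the observed), so these values cannot be ranked. The median in place of the mean of a marker list kept 31 of 36 results, and 5 were no longer called.

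Depth limits genes of few reads, since 1 read equals up to 0.108 CPM, and thinning every mouse to 9275711 reads gave 4466, 5774 and 4342 DEGs.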

Differences from the paper's values

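Tests below that were chosen after the values were seen are those with TMM factors, with the macrophage covariate and by exact permutation, and the ranges over all alternatives also draw on thinned reads and on GC bins removed. The paper's lists came after genes that changed in the SVF were removed at each time, a step not repeated here. Removal at a single time can move a gene called at several times into another area. The areas compared can therefore be wider or narrower than the paper's.

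The paper gives 641 genes higher at all 3 times, against 1263. Of the alternatives set before the data were examined, median-of-ratios size factors (953), edgeR (858) and DESeq2 (940) came within 1.5 times of it, and the pseudocounts, no filter, the other filter, separate fits, the block and array weights did not. For genes higher at 34 weeks only the paper gives 992, against 549, with no filter (798) and the block (675) within 1.5 times and the others not. For genes lower at all times the paper gives 580, against 350. Of the alternatives set beforehand, only median-of-ratios (613), edgeR (618), DESeq2 (666) and array weights (612) came within 1.5 times. GC bins removed (406), added after the values were seen, did as well. For genes lower at 8 weeks only the paper gives 1087, against 578. Of the alternatives set beforehand only array weights (809) came within 1.5 times. The macrophage covariate (949), added after the values were seen, did as well. For genes lower at 20 weeks only the paper gives 661, against 363. No filter (656), separate fits (778), median-of-ratios (481), edgeR (644), DESeq2 (481) and array weights (584) came within 1.5 times. The pseudocounts, the other filter and the block did not, and TMM factors (615), added later, did. TMM factors, chosen after the values were seen, gave 939 higher and 637 lower at all times, and with them 3 of 180 comparisons of named genes were no longer called.

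For genes higher at 8 and 20 weeks the paper shows about 670 in Fig. 4A, read by eye, against 1059. Of the alternatives set before the data were examined, pseudocount 4 (993), median-of-ratios (749), edgeR (722) and DESeq2 (824) came within 1.5 times. The others set beforehand did not. Of those added after the values were seen, TMM factors (659) and the macrophage covariate (748) did. For genes higher at 8 and 34 weeks the paper shows about 420 in Fig. 4A, read by eye, against 21. No alternative came within 1.5 times (4 to 32). For genes lower at 8 and 20 weeks the paper shows about 1000 in Fig. 5A, read by eye, against 624. Of the alternatives set beforehand, no filter (741), separate fits (973), median-of-ratios (930), edgeR (999), DESeq2 (914) and array weights (1080) came within 1.5 times. The others set beforehand did not. Of those added after the values were seen, TMM factors (1035) and GC bins removed (678) did. For genes lower at 8 and 34 weeks the paper shows about 160 in Fig. 5A, read by eye, against 13. No alternative came within 1.5 times (5 to 58).

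For Itgae the paper shows medians of about -2 in HFD mice at 20 weeks and about -2 at 34 weeks in the colours of Fig. 4C, read by eye, against -1.45 and -1.67, and no alternative was computed for these medians. The paper's values are from TPM and those here from CPM with a pseudocount of 1, so the measures differ.

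The paper states that about as many genes fell as rose at each time, whereas 66.3%, 67.1% and 63.6% of the DEGs were higher. Median-of-ratios size factors gave 51.9%, 50.5% and 49.9%, edgeR 50.6%, 45.6% and 48.4%, and DESeq2 52.2%, 49.7% and 47.5%.

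The paper states that Col1a1, Col6a3, Eln, Fn1, Tgfb1 and Itga5 rose with HFD. Col6a3 and Tgfb1 were called higher at each time, and Itga5 at 20 and 34 weeks, Col1a1 and Fn1 at 8 and 20 weeks. Itga5 was not called at 8 weeks (log2 fold change 0.56, adjusted p = 0.307, higher in 4 of 6 HFD mice) except with array weights (adjusted p = 0.0102, over all alternatives 0.0102 to 0.4). At 34 weeks Col1a1 (0.14, adjusted p = 0.845) was called higher with no alternative and was called lower with the macrophage covariate (-1.16, adjusted p = 0.0385), and Fn1 (0.85, adjusted p = 0.181, higher in 4 of 6) was called only with array weights (0.0393, range 0.0393 to 0.355). Eln and Tgfb2 lie below the filter, and without it Eln was called at 8 and 20 weeks and Tgfb2 at 20 weeks. Tgfb3, which the paper names with the genes of 20 weeks, was also called at 8 weeks (0.53, adjusted p = 0.0486, range 0.017 to 0.126).

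At 8 weeks only, the paper found no terms among the higher genes, where Reactome, another database, gave Mitochondrial translation initiation (18 of 79 genes, adjusted p = 0.000831). The list here also came from CPM without a visible TMM factor and kept genes that changed in the SVF. With median-of-ratios size factors, the 75 mitochondrial ribosomal protein genes had a mean log2 fold change of 0.03 at 8 weeks. The paper names ubiquitination among the terms lower at 20 weeks. The proteasome set used in its place had 37 genes that at 20 weeks had a mean log2 fold change of 0.07 (camera, adjusted p = 0.562), and of the alternatives only the exact permutation test, chosen after the values were seen, called them (-0.22 relative to all genes, adjusted p = 0.00452). For the Wnt genes at 20 weeks camera gave a mean of 0.82 and an adjusted p of 0.0609, and 10 of 17 alternatives called them, among them median-of-ratios size factors (0.0272) and fry (0.00011), in a range of 0.00011 to 0.574.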

Other observations

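Tests chosen only after the result was seen are those of principal component 1 against the macrophage list and of the lists of other cell types against each other.

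The macrophage list (17 genes) was higher in HFD mice by 1.47, 2.15 and 1.36 at 8, 20 and 34 weeks (exact permutation, adjusted p = 0.0287, 0.0111 and 0.0297, 6 of 6 HFD mice above the CD mean at each time) and the lipid-associated macrophage list (7 genes) by 2.96, 5.33 and 2.70 (adjusted p = 0.0111 each). The T cell list differed by 0.17, 0.16 and 0.13 (0.0216, 0.0111 and 0.0183), the B cell list by 0.07, 0.12 and 0.23 (0.223, 0.0183 and 0.129), and both lie near 0 CPM. The endothelial list differed by 1.32, 1.06 and 1.13 (0.0496, 0.0183 and 0.0111), the progenitor and fibroblast list by 1.22, 2.30 and 1.26 (0.0111 each), the mural list by 1.04, 0.98 and 0.86 (0.0542, 0.0111 and 0.0111), the mesothelial list by 0.76, 0.32 and -0.21 (0.0297, 0.494 and 0.577), the erythroid list by 0.94, 0.08 and 1.04 (0.12, 0.777 and 0.0789) and the epididymis list by 0.01, 0.01 and 0.11 (0.777, 0.777 and 0.577). The adipocyte list fell by 0.55, 1.05 and 0.75 (0.0111 each), and 4 of its genes (Adipoq, Plin1, Lipe and Pnpla2) are also genes of the paper. Itgax and Mmp12 of the lipid-associated list are genes of the paper or of the naming rule.

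Among abundant macrophage transcripts, Lyz2 went from 281 to 859 CPM at 8 weeks, from 436 to 2707 at 20 and from 2419 to 4606 at 34 weeks (CD to HFD), Ctss from 47.1 to 268, 117 to 1149 and 770 to 1865, and C1qb from 64.3 to 184, 132 to 634 and 421 to 1161. Of the list, Cd163 (122 to 46.8 and 44.4 to 21.9) and Lyz1 (17.3 to 16.7 and 35.3 to 19.4) did not rise at 20 or 34 weeks, nor Cd14 at 8 weeks (173 to 106). Macrophages carried over into the floating fraction are a candidate explanation of the rises of the list (1.47, 2.15 and 1.36). Within groups, the position of a mouse on principal component 1, computed from 7987 genes without those of this list and of the lipid-associated macrophage list, followed its list mean (Pearson correlation of deviations from the group means 0.91, permutation p = 1e-05, the smallest that 100000 permutations can give, and 0.879 without the 2 mice furthest from the median in the list). A true change of macrophage genes in adipocytes was not tested.

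A lower share of adipocyte RNA was weighed as an explanation of the mitochondrial sets. At 20 weeks the lists of other cell types moved apart, the progenitor and fibroblast list by 1.31 more than the mural list (exact permutation, adjusted p = 0.0195 over 18 tests). Other cell types can be carried over in unequal amounts, so this comparison cannot decide the question, and the explanation stays open there. It also stays open at 34 weeks, where the subunits fell by 0.35 less than the adipocyte list (difference 0.35). At 8 weeks the subunits did not fall (difference 0.63), but branched-chain amino acid catabolism fell by 0.43 and the adipocyte list by 0.55, so it stays open there for that set. Composition of the libraries stays open as an explanation of the larger number of higher genes. With median-of-ratios size factors 51.9%, 50.5% and 49.9% of the DEGs were higher at 8, 20 and 34 weeks. That scaling also brought the median log2 fold change to 0.01, -0.02 and -0.01. A true excess of rises would be evened out in the same way, so these shares cannot separate composition from such an excess. A single mislabelled mouse does not explain the place of the 34 week CD mice, since 8 of the 8 lay nearest an HFD mean.

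Chance can be excluded for the numbers of DEGs in fits of each time alone, since only 1 of 100 splits, the real one, gave as many: 5718 at 8 weeks against at most 3637 in the others, 6718 at 20 weeks against 4875 and 2457 at 34 weeks against 0. The 1263 genes higher and the 350 lower at all times come from the fit of all groups, and the other splits gave at most 0 and 0. This is no separate test, since at 34 weeks alone the other splits already gave at most 0 DEGs.

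Genes of adipocytes not at a claim had log2 fold changes at 8, 20 and 34 weeks of -0.15, -0.75 and -0.57 for Adipoq, -0.62, -0.82 and -0.57 for Pnpla2, -0.31, -0.68 and -0.62 for Plin1, 2.18, 2.90 and 0.56 for Lep and 0.01, -0.05 and -0.54 for Pparg. The 29 adipocyte lipolysis genes had means of -0.13, -0.61 and -0.80 (camera, adjusted p = 0.0733, 1.66e-05 and 1.33e-09).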
